# Integrated Transcriptomic and Proteomic Analysis Reveals *Runx2b*-Associated Molecular Regulation of IB Development in *Culter alburnus*

**DOI:** 10.3390/ani16142255

**Published:** 2026-07-21

**Authors:** Yi Xu, Xiaohui Xu, Fei Li, Caiyan Li, Cancan Huang, Jianbo Zheng

**Keywords:** *Culter alburnus*, intermuscular bones, *runx2b*, gene editing, transcriptome, proteome

## Abstract

Intermuscular bones (IBs) are ossified structures within the myoseptal connective tissues of cyprinid fishes and negatively affect eating quality and processing suitability. Although *runx2b* has been shown to be essential for IB formation, the molecular changes associated with *runx2b*-mediated IB reduction or loss remain poorly understood. In this study, *runx2b*-edited *Culter alburnus* F1 individuals were generated and classified into wild-type, heterozygous mutant, and homozygous mutant groups. Skeletal staining revealed a clear genotype-associated phenotypic gradient, with normal IBs in wild-type individuals, markedly reduced IBs in heterozygous mutants, and complete IB absence in homozygous mutants. Integrated transcriptomic and proteomic analyses were then performed using matched muscle/myoseptal tissues to characterize molecular changes associated with this phenotypic gradient. Global mRNA–protein correlations were weak and DEG-DEP overlaps were limited, suggesting that transcriptomic changes alone cannot fully explain protein-level remodeling after *runx2b* mutation. Functional enrichment and integrated omics analysis highlighted coordinated changes in cytoskeletal organization, extracellular matrix remodeling, cell adhesion, calcium-related signaling, muscle-associated processes, and ossification-related pathways. Representative candidate molecules, including *MYH1s*, *CDH26*, *PLIN5*, *PAH*, *HBA*/*HBB*, *GPX4*, *KRT1*, *GSN*, *LGALS9*, and *ANXA3*, were mainly associated with structural, metabolic, and microenvironmental remodeling rather than being interpreted as direct downstream osteogenic targets of *runx2b*. Overall, these findings suggest that *runx2b*-associated IB reduction and loss may involve coordinated remodeling of the myoseptal osteogenic microenvironment rather than disruption of a single ossification pathway. This study provides a discovery-oriented multi-omics resource and a hypothesis-generating molecular model for future functional validation of IB development in cyprinid fishes.

## Simple Summary

Intermuscular bones (IBs) are small, ossified structures embedded within the muscle of many cyprinid fishes. Although they do not affect fish growth, their abundance reduces eating convenience and processing efficiency, making IB reduction an important target for aquaculture breeding. Previous studies have identified *runx2b* as a key regulator of IB development, but the molecular mechanisms underlying IB reduction or loss remain poorly understood. In this study, we used wild-type, heterozygous, and homozygous *runx2b*-edited *Culter alburnus* exhibiting normal, reduced, and absent IB phenotypes, respectively. By integrating transcriptomic and proteomic analyses, we identified molecular changes associated with progressive IB reduction and highlighted candidate genes and proteins involved in extracellular matrix remodeling, cytoskeleton organization, calcium regulation, muscle-related processes, and ossification. These findings provide new insights into the biological mechanisms of IB development and offer potential molecular targets for breeding IB-reduced or IB-free fish.

## 1. Introduction

Intermuscular bones (IBs) are a prominent skeletal feature of cyprinid fishes and develop as ossified elements within the myoseptal connective tissues [1,2]. Because abundant IBs negatively affect eating convenience and processing suitability, reducing or eliminating these structures is increasingly regarded as a promising strategy for improving product quality and breeding value in economically important cyprinids [3,4]. Accordingly, increasing attention has been paid to the developmental origin, ossification process, and molecular regulation of IBs [5,6]. Particularly in recent years, substantial progress has been made in understanding IB developmental regulation and promoting IB-targeted genetic improvement, including the identification of regulatory genes, characterization of ossification-related pathways, and generation of IB-reduced or IB-free germplasm in several aquaculture species [7,8,9].

Historically, research on teleost IBs has primarily focused on their morphological characteristics, developmental and evolutionary patterns, and ossification processes [6,10,11,12]. More recently, omics-based studies have provided new insights into IB developmental regulation by identifying multiple candidate genes associated with osteogenesis, matrix remodeling, and mineralization, including *runx2b*, *bmp6*, *scxa*, *sp7*, *alpl*, *entpd5a*, *spp1*, *bglap*, *sik1*, and *clec3bb* [13,14]. More broadly, transcriptional analyses in cultured fishes have provided useful molecular evidence for physiological regulation, immune responses, and tissue adaptation under aquaculture-related conditions [15]. Furthermore, CRISPR/Cas9-mediated knockout of *runx2b* has generated IB-free mutants in several economically important cyprinid fishes, such as amphitriploid gibel carp, blunt snout bream, and grass carp, highlighting their potential as targets for IBs genetic improvement [9,16,17]. *runx2b* is a key transcriptional regulator of osteoblast differentiation and skeletal mineralization. Its osteogenic function is closely linked to BMP, Wnt/β-catenin, Hedgehog, Notch, and TGF-β signaling pathways. These pathways regulate osteogenic commitment, extracellular matrix formation, mineralization, and bone remodeling. However, the molecular events connecting *runx2b* disruption with IB reduction or loss in teleost fishes remain unclear.

*Culter alburnus* is an economically important freshwater cyprinid widely cultured in China because of its fast growth, desirable flesh quality, and high market value [3,18]. However, the abundance of IBs substantially limits eating convenience, processing efficiency, and value-added utilization, making IB reduction an important breeding objective for this species. Here, we used *runx2b*-edited *C. alburnus* with distinct IB phenotypes to explore molecular changes associated with IB reduction and loss. We hypothesized that *runx2b* deficiency may be associated with coordinated remodeling of the IB-forming myoseptal microenvironment. Because mRNA and protein levels can differ substantially, we integrated transcriptomic and proteomic analyses to identify candidate molecular modules and gene–protein pairs. This study provides a discovery-oriented framework for future functional validation.

## 2. Materials and Methods

### 2.1. Experimental Fish and Ethics Statement

The wild-type and F0 *runx2b*-edited mutant *C. alburnus* individuals used in this study were both cultured at the experimental base of the Zhejiang Institute of Freshwater Fisheries under standard aquaculture conditions. Fish were reared in aerated tanks under a natural photoperiod at 25–28 °C, with dissolved oxygen maintained above 5.0 mg/L. They were fed a commercial diet twice daily to apparent satiation. All genotype groups were maintained under identical stocking and management conditions to minimize non-genetic effects. All animal-related experimental procedures in this study were carried out following established scientific guidelines and received approval from the Animal Ethics Committee of the Zhejiang Institute of Freshwater Fisheries to guarantee ethical compliance and animal welfare (Approval No. ZJIFF20210305, date: 3 September 2025).

### 2.2. F1 Runx2b Mutant Screening and Phenotyping

F0 *runx2b*-edited *C. alburnus* founders were generated in 2023 using CRISPR/Cas9-mediated genome editing. In the present study, sexually mature F0 individuals carrying the same mutation type were selected and paired by artificial fertilization to obtain F1 progeny. A total of 100 two-month-old F1 *C. alburnus* juveniles were randomly selected for PCR amplification and Sanger sequencing of the *runx2b* target region using specific primers (BY-*runx2b*-sRNA2-F: tgt aca cct tag ggg gtc tgt taa; BY-*runx2b*-sRNA2-R: tgc agt gtc gaa cgc gag ggg tag). Sequence alignment with the wild-type *runx2b* sequence was used to identify mutation types and classify individuals as wild-type, heterozygous mutants, or homozygous mutants. Among the 100 genotyped F1 individuals, 23 were identified as wild-type, 63 as heterozygous mutants, and 14 as homozygous mutants. Herein, 10 individuals per genotype group were selected for alizarin red skeletal staining to evaluate IB development. After staining, IBs were observed and counted under a stereomicroscope.

### 2.3. Sample Collection for Transcriptomic and Proteomic Analyses

Wild-type, heterozygous, and homozygous F1 individuals, designated as Ctrl, He, and Ho, respectively, were used for integrated transcriptomic and proteomic analyses. Based on genotyping and skeletal phenotyping, three healthy individuals with comparable body size and representative IB phenotypes were selected from each genotype group as biological replicates. Each replicate represented one independent fish rather than a pooled sample. IB-associated myoseptal/muscle tissues were collected from the trunk region between the posterior edge of the operculum and the anterior region of the caudal peduncle, mainly along the dorsal and middle myoseptal regions where IBs develop, with non-target tissues removed as much as possible. For each fish, the dissected tissue was divided for RNA and protein extraction, ensuring matched RNA-seq and proteomic analyses from the same individuals. Samples were snap-frozen in liquid nitrogen and stored at −80 °C. Because IBs are embedded within myoseptal connective tissue surrounded by muscle, these samples represented enriched IB-associated myoseptal/muscle tissues rather than purified myoseptum.

### 2.4. Transcriptome Sequencing and DEG Analysis

Total RNA was extracted from each sample and subjected to quality assessment. Qualified RNA samples were used for RNA-seq library construction and paired-end sequencing on an Illumina platform. Raw reads were filtered to remove adaptor sequences, low-quality reads, and reads containing ambiguous bases. Clean reads were aligned to the *C. alburnus* reference genome (GCA_040182925.1), and gene expression levels were quantified. DEGs were identified among Ctrl, He, and Ho groups in three pairwise comparisons—He_vs._Ctrl, Ho_vs._Ctrl, and Ho_vs._He—using Log2FC (fold change) ≥ 1.0 and adjusted *p* value < 0.01 as significance criteria.

### 2.5. Proteomic Analysis and DEP Identification

Total proteins were extracted from frozen muscle tissues of Ctrl, He, and Ho individuals using lysis buffer. After tissue grinding, sonication, and centrifugation, protein concentration was determined using the BCA method, and protein quality was assessed by SDS-PAGE. Equal amounts of peptides were dissolved in MS loading buffer and analyzed by DIA-based LC-MS/MS using a VanquishNeo LC system coupled to an Astral mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA), with chromatographic separation performed on a homemade analytical column (15 cm × 100 um, 1.7 um) using the LC gradient. DIA data were acquired in positive-ion mode using Thermo Xcalibur 4.7 and analyzed in Spectronaut v19 against the *C. alburnus* protein database using a library-free/directDIA workflow, with protein identification controlled at an FDR ≤ 1%, and protein abundance was quantified using the MaxLFQ method. The thresholds of fold change >1.2 or <0.83 and *p*-value < 0.05 were used to identify differentially expressed proteins (DEPs). Because proteome-wide multiple-testing correction was not applied to the DEP screening threshold, the DEP set was regarded as an exploratory protein-level dataset and was interpreted mainly together with pathway/module-level enrichment and transcriptomic evidence.

### 2.6. Integrated Transcriptomic and Proteomic Analysis

Transcriptome and proteome datasets were integrated using matched gene–protein pairs with available log2 fold-change values. For each comparison, Pearson and Spearman correlations were calculated to assess mRNA–protein concordance. Pearson correlation was used to evaluate the linear relationship between mRNA and protein log2 fold changes, whereas Spearman correlation was used to assess rank-based monotonic concordance, which is less sensitive to non–normal distributions and potential outliers. DEG–DEP overlaps were identified as matched pairs significantly regulated in both omics layers and classified as concordantly upregulated, concordantly downregulated, or discordant according to their regulation directions. Nine–quadrant analysis was performed by assigning each matched pair to one of nine regulatory categories based on DEG and DEP thresholds. Because transcriptomic and proteomic datasets differ in detection depth, dynamic range, and quantitative variability, omics-specific thresholds were used for DEG and DEP identification. DEG-DEP overlap was considered a conservative indicator of jointly regulated molecules, whereas nine-quadrant analysis was used to assess broader directional patterns between matched mRNA and protein changes.

### 2.7. Functional Enrichment and Candidate Gene–Protein Selection

GO and KEGG enrichment results from DEG, DEP, and integrated analyses were collected for each comparison. Enriched terms were categorized into major biological themes based on functional annotation, and representative terms were selected according to statistical significance. Candidate gene–protein pairs were further screened from the integrated dataset based on matched mRNA–protein information, concordant regulation or DEG-DEP overlap evidence, and functional relevance to the annotated biological themes.

### 2.8. Visualization of Omics Results and Network Construction

Custom Python (v3.10.12) scripts were used for data processing, statistical summarization, and visualization. Volcano plots, correlation plots, Venn diagrams, nine-quadrant plots, and bubble plots were generated to display DEGs/DEPs, mRNA–protein correlations, DEG–DEP overlaps, joint regulation patterns, and GO/KEGG enrichment results, respectively. Candidate genes/proteins were visualized using row–scaled heatmaps and paired mRNA–protein log2 fold–change plots. A putative *runx2b*–centered regulatory model was constructed in Cytoscape (v3.10.2) by linking prioritized candidates with enriched functional modules based on integrated omics evidence, functional annotation, and literature-supported biological relevance.

## 3. Results

### 3.1. Generation of Different Gene-Edited Mutant Genotypes

Previously, we successfully generated *runx2b*–edited mutants in *C. alburnus* using CRISPR/Cas9-mediated targeted mutagenesis. In this study, sexually mature *runx2b*-edited *C. alburnus* individuals carrying the same mutation type were paired for breeding, and F1 progeny were successfully obtained through artificial fertilization (Figure 1a). Genotyping of 100 randomly selected two–month–old F1 individuals identified 23 wild–type individuals, 63 heterozygous mutants (*runx2b*^+/−^), and 14 homozygous mutants (*runx2b*^−/−^) (Figure 1b). Alizarin red skeletal staining revealed genotype-associated IB phenotypes: wild-type individuals had normal IB numbers (111–126, approximately 118 on average; Figure 1c), heterozygous mutants showed variably reduced IB numbers (Figure 1d), and homozygous mutants completely lacked detectable IBs (IB count = 0; Figure 1e). These results indicated that *runx2b* mutations were stably inherited in the F1 generation and that loss of *runx2b* function substantially impairs IB formation in *C. alburnus*.

### 3.2. Transcriptomic and Proteomic Profiling of Runx2b-Edited Mutants

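The edited gene itself, runx2b (ABG768_014534, chromosome 20, 33043703 to 33074321), had few transcripts in all 3 genotypes. It had 11, 27 and 0 counts in the 3 Ctrl libraries, 0, 8 and 3 in the 3 He libraries and 11, 5 and 2 in the 3 Ho libraries. Scaled to library size (CPM), runx2b stood at 0.566 ± 0.609 (SD, n = 3 fish) in Ctrl, 0.181 ± 0.177 in He and 0.337 ± 0.232 in Ho. Its log2 fold change was -1.56 (standard error 1.14, adjusted p = 0.656 from edgeR) in He against Ctrl and -0.77 (standard error 1.08, adjusted p = 0.941) in Ho against Ctrl. Without Ctrl 2 these were -0.45 and 0.35. A difference in runx2b was not detectable at this depth. The 9 fish were F1 individuals aged 2 months, 3 wild-type (Ctrl), 3 heterozygous (He) and 3 homozygous (Ho), and each gave 1 library from trunk muscle tissue holding the myosepta. The authors aligned the clean reads to the genome of C. alburnus and deposited an estimated count for each of 29791 loci, of which 28228 are annotated genes and the others were assembled from the reads. Library totals ran from 15869084 to 21009438 counts, and the 10 most abundant genes took 38.3% to 52.3% of them. The estimated counts, 94.3% of them whole numbers, were rounded, scaled by TMM and tested with edgeR's quasi-likelihood F-test for the 14755 loci with enough counts, all 9 libraries in 1 fit. DEGs were genes with an adjusted p under 0.01 and an absolute log2 fold change of at least 1, as in the methods, and DESeq2 was run on the same counts. A single gene passed the test when its adjusted p was under 0.05. Called, higher, lower, rose or fell by DESeq2 names only the test that made the call. Unless DESeq2 is said to give them or the sentence compares 2 DESeq2 fits, log2 fold changes and standard errors from all 9 fish are edgeR's.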

RNA-seq data showed high sequencing quality, with 36.39–48.19 million clean reads per sample, Q30 values of 96.08–96.28%, stable GC content, and mapping rates of 92.38–93.61% to the *C. alburnus* reference genome. 

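Along the first principal component of the 500 most variable genes, which held 37% of their variance, Ctrl 1 and Ctrl 2 lay apart at -48.1 and -37.1. Ctrl 3, at 5.4, lay among the mutants, with the 3 He fish at 23.8, 9.7 and 44.5 and the 3 Ho fish at 8.5, -13.2 and 6.5. The second component held 21.6% of the variance, with Ho 2 at 40.7 and He 3 at 25.3 at one end and Ctrl 3 at -26.8 and He 1 at -20.6 at the other. Over all tested genes, the mean distance between fish of one genotype, as the root mean square difference in log2 CPM, was 0.886 in Ctrl, 0.931 in He and 0.882 in Ho. Distances to fish of the other genotypes averaged 0.984 from Ctrl, 0.988 from He and 0.944 from Ho. The ratio of the spread between genotypes to that within them (pseudo-F) was 1.52 over all tested genes. Of the 280 ways of parting 9 fish into 3 groups of 3, 18 gave a value as large (one-sided exact permutation test, p = 0.0643). On the 500 most variable genes the pseudo-F was 1.85 (exact permutation p = 0.0464). The side of the threshold thus turned on the choice of genes, and over all genes on Ctrl 3. There the pseudo-F was 1.98 without Ctrl 3 (exact permutation p = 0.0143) and 1.17 without Ctrl 1 (exact permutation p = 0.232).

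**Figure D1:**
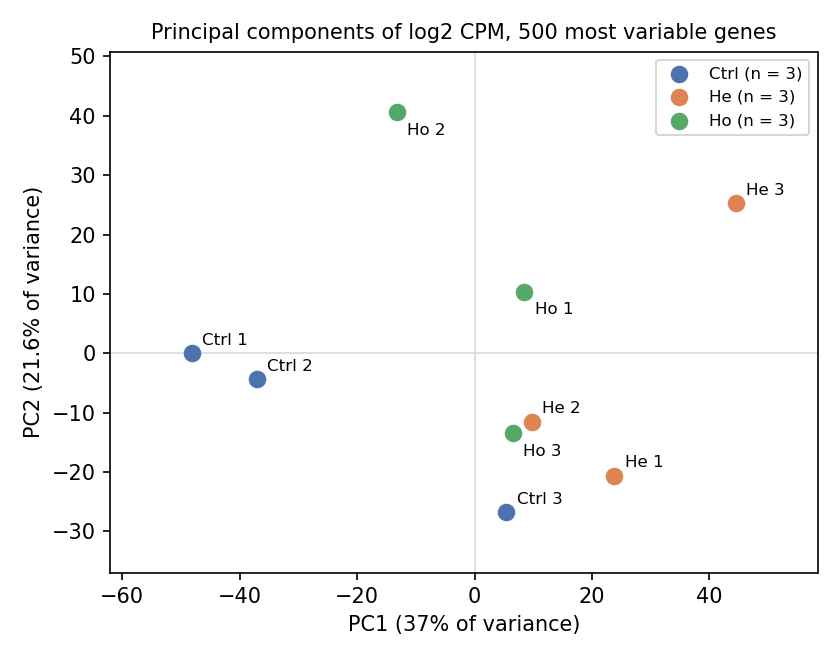
First and second principal components of log2 CPM for the 500 most variable genes, 1 point per fish, coloured by genotype. Ctrl 1 and Ctrl 2 lie at the low end of the first component, while Ctrl 3 (5.4) lies within the range of the Ho fish (-13.2 to 8.5) and lowest on the second (-26.8).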

PCA analysis indicated partial genotype-associated separation in the transcriptomic dataset, whereas the proteomic dataset showed greater replicate–level dispersion. These results supported the reliability of subsequent DEG analysis and indicated that proteomic results should be interpreted cautiously at the pathway/module level.

To elucidate the molecular basis underlying *runx2b* mutation-induced IB reduction and loss, we performed integrated transcriptomic and proteomic analyses of wild–type (Ctrl), heterozygous mutant (He), and homozygous mutant (Ho) individuals. At the transcriptomic level, 175 DEGs were identified in the He group relative to Ctrl, including 22 upregulated and 153 downregulated genes (Figure 2a), whereas the Ho group showed 62 DEGs, with 50 upregulated and 12 downregulated genes (Figure 2b). Moreover, comparison between Ho and He group revealed 37 DEGs, of which 27 were upregulated and 10 were downregulated in Ho (Figure 2c). 

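Among the genes called in He against Ctrl, Gimap9 (ABG768_020414, chromosome 3, 63820859 to 64011547), a GTPase of immune cells, had 7.68 ± 2.03 CPM (SD, n = 3) in He and 1.46 ± 0.609 in Ctrl. DESeq2 gave a log2 fold change of 2.43 (standard error 0.48, adjusted p = 0.000395). The muscle protease CAPN3 (ABG768_014187, chromosome 20, 21748220 to 21765492) rose from 33.9 ± 8.31 to 77 ± 8.15 CPM in He. DESeq2 gave a log2 fold change of 1.2 (standard error 0.29, adjusted p = 0.0081). PHAX (ABG768_002246, chromosome 10, 30405098 to 30427422) had 25, 41 and 6 counts in He and none in Ctrl, at least 26.7-fold higher against a floor of 3 counts over the Ctrl group (16.4-fold without Ctrl 1; adjusted p = 0.00594 from DESeq2). SLC16A9, PFKFB3 and mpv17l were higher in He by DESeq2, which gave log2 fold changes of 2.9, 4.36 and 2.51. PFKFB3 had 251, 173 and 1505 counts in He and 43, 42 and 30 in Ctrl, and its log2 fold change was 2.68 without He 3 (adjusted p = 0.0431 from DESeq2). In Ho against Ctrl, gmppb (ABG768_002240, chromosome 10, 29207257 to 29217479) had 92, 100 and 25 counts in Ho and none in Ctrl. It was at least 82.7-fold higher against the same floor (50.8-fold without Ctrl 1). Its adjusted p of 1.56e-06 from DESeq2 rests on a fitted log2 fold change of 21.49 (standard error 3.38). With no Ctrl counts that is not a measured size. By edgeR it was 9.22 (standard error 3.01, unadjusted p = 0.019, adjusted p = 0.732). Gimap9 reached 9.06 ± 4.57 CPM in Ho, where DESeq2 gave a log2 fold change of 2.67 (standard error 0.48, adjusted p = 4.84e-05). AMPD3, an AMP deaminase at the assembled locus MSTRG.12754, fell from 59.15 ± 8.17 to 24.6 ± 3.14 CPM in Ho. DESeq2 gave it a log2 fold change of -1.25 (standard error 0.22, adjusted p = 3.11e-05). ANKRD1 and GPT2 were lower in Ho by DESeq2, which gave log2 fold changes of -2.71 and -1.46. Counted over all genes, edgeR called 0 DEGs in both comparisons, with a smallest adjusted p of 0.359 in He and 0.64 in Ho, and 1540 and 959 genes at an unadjusted p under 0.05 where chance gives 738. DESeq2 called 77 DEGs in He against Ctrl (22 up, 55 down) and 21 in Ho against Ctrl (17 up, 4 down), and limma on the deposited TPM called 0 in both. At an adjusted p under 0.05 DESeq2 called 234 (72 up, 162 down) and 59 (45 up, 14 down). The 3 fish of one group all lay above the 3 of the other for 14.6% of genes in He and 11.2% in Ho, where chance gives 10%. The DESeq2 count for He was 9, 17 or 488 without Ctrl 1, Ctrl 2 or Ctrl 3, 150 or 21 without He 2 or He 3, and 119 without Ho 2. For Ho it was 7, 6 or 219 without Ctrl 1, Ctrl 2 or Ctrl 3, 49 or 44 without He 1 or He 3, and 8 or 53 without Ho 2 or Ho 3. Leaving out Ctrl 3 also gave edgeR 1 DEG in Ho against Ctrl. With any 1 fish left out, DESeq2 gave Gimap9, SLC16A9 and AMPD3 an adjusted p under 0.05. It did not for CAPN3 without Ctrl 2 (0.145), He 1 (0.0782) or He 3 (0.0971), PHAX without Ctrl 1 (0.105), Ctrl 2 (0.0884) or He 1 (0.0505), and mpv17l without Ctrl 1 (0.128), Ctrl 2 (0.0919) or He 3 (0.0589). The same held for gmppb without He 1 (0.131) or He 2 (0.114), which had no adjusted p without Ho 1, Ho 2 or Ho 3, ANKRD1 without Ctrl 1 (0.0546) or Ctrl 2 (0.0591), and GPT2 without Ctrl 1 (0.0553), Ctrl 2 (0.243) or Ho 2 (0.0712).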

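The cyclophilin gene CYPA (assembled locus MSTRG.8040) stood at 33.7 ± 30.6 CPM (SD, n = 3) in Ho and 2.69 ± 0.81 in He. DESeq2 gave it a log2 fold change of 3.65 (standard error 0.72, adjusted p = 0.0025). The endonuclease subunit slx1a (ABG768_025432, chromosome 7, 33006376 to 33010679) stood at 0.639 ± 0.146 CPM in Ho and 2.71 ± 0.425 in He. Its log2 fold change by DESeq2 was -2.09 (standard error 0.42, adjusted p = 0.00282). The third DEG by DESeq2, uncharacterized protein LOC127506405 (ABG768_017198, chromosome 23), was chosen after its values were seen and overlapped between the groups (adjusted p = 7.92e-05 from DESeq2, 0.737 from edgeR). These 3 genes, 2 of them higher and 1 lower in Ho, are all that DESeq2 called by the criteria of the methods. At an adjusted p under 0.05 it called 18, of which 13 were higher and 5 lower in Ho. Ptgr1 (log2 fold change -3.30), chosen after its values were seen, lies with slx1a on chromosome 7 among the 5 lower genes. By edgeR 0 genes were DEGs, the smallest adjusted p was 0.73, and 1002 genes had an unadjusted p under 0.05, 590 higher and 412 lower in Ho. For 12.3% of genes the 3 Ho fish all lay on one side of the 3 He fish, where chance gives 10%. The DESeq2 count moved with single fish, to 6, 1 or 8 without Ctrl 1, Ctrl 2 or Ctrl 3, to 46 or 14 without He 2 or He 3, and to 0 or 59 without Ho 1 or Ho 3. Without Ho 2 the log2 fold change of CYPA by DESeq2 went from 3.65 to 2.6, with an adjusted p of 0.145, and slx1a did not pass 0.05 without He 1 (0.0995), Ho 1 (0.0789) or Ho 2 (0.0816).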

Consistently, proteomic analysis identified 290 DEPs in He_vs._Ctrl, including 85 upregulated and 205 downregulated proteins (Figure 2d), whereas Ho_vs_Ctrl showed 336 DEPs, with 149 upregulated and 187 downregulated proteins (Figure 2e). A direct Ho_vs._He comparison further revealed 351 DEPs, of which 221 were upregulated and 130 were downregulated in the Ho group (Figure 2f).

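Genes called by DESeq2 in both He and Ho against the same 3 Ctrl fish included sarcomeric Myh4 (assembled locus MSTRG.3895), Gimap9, gmppb and 3 assembled loci named Sorting nexin-25, all higher in the mutants. Of these, gmppb and the Sorting nexin-25 loci each had no more than 3 counts in at least 1 He fish. With no Ctrl counts, the fitted size for gmppb is not a measured one. Myh4 had 0, 1 and 0 counts in Ctrl, 4, 1940 and 13002 in He and 3911, 2594 and 512 in Ho, and it is 1 of 21 loci named MYH1s or alike; how reads were divided among these was not measured. In Ho the Sorting nexin-25 locus MSTRG.2545 missed an adjusted p of 0.05 by DESeq2 without He 2 or any Ho fish (0.134 to 0.316), and MSTRG.10294 without Ctrl 2 (0.0574). Of the 22 genes higher in He and the 17 higher in Ho, 12 were shared, where independent draws from the 13848 genes with an adjusted p would share 0.027. Of the 55 lower in He and the 4 lower in Ho, 1 was shared, where independent draws would share 0.0159. Across all tested genes the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.619. In 20 data sets with both mutants simulated around the mean of all fish, against the same controls, it was 0.598 to 0.639. That mean includes the mutants, so the simulations cannot tell a shared response from the effect of shared Ctrl fish. Genes are not independent replicates, and the simulations set no value for the shared calls. Along the number of mutant alleles, Nsa2 (ABG768_014874) stood at 120, 167 and 226 CPM in Ctrl, He and Ho (slope per allele 0.47 on the log2 scale, adjusted p = 0.00715 from DESeq2). DUSP5 (ABG768_002128) stood at 1.32, 2.78 and 5.99 CPM (slope 1.1, adjusted p = 0.0201 from DESeq2), and GARS1 at 66.5, 84.7 and 107 CPM (slope 0.35, adjusted p = 0.0201). These 3 genes were chosen after their values were seen, out of 29 called by DESeq2 for a slope (22 rising, 7 falling). By edgeR 0 genes had a slope past an adjusted p under 0.05, with 485 rising and 383 falling at an unadjusted p under 0.05, and leaving out Ho 3 gave 1.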

The distinct DEG and DEP profiles among the three comparisons indicated genotype-associated molecular remodeling following *runx2b* mutation. 

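Genes of surface epithelium were among those lower in He than in Ctrl. The hemidesmosomal collagen COL17A1 (ABG768_005666) stood at 44.2 ± 37.6 CPM (SD, n = 3) in Ctrl and 1.86 ± 1.56 in He. DESeq2 gave it a log2 fold change of -4.55 (standard error 0.85, adjusted p = 0.000149). The periplakin gene PPL (ABG768_011596, chromosome 19, 11132043 to 11153673) stood at 25.4 ± 25.5 and 0.307 ± 0.426 CPM. Its log2 fold change by DESeq2 was -6.32 (standard error 1.47, adjusted p = 0.00457). The epithelial splicing regulator esrp1 (ABG768_008940), the chloride channel ANO1 and the protease inhibitor SPINT2 were lower in He by DESeq2, which gave log2 fold changes of -5.2, -5.23 and -5.16. AHNAK had 232, 57 and 8 counts in Ctrl and 0, 2 and 1 in He (adjusted p = 0.00069 from DESeq2). At an unadjusted edgeR p under 0.05, 930 genes were lower and 610 higher in He than in Ctrl, against 430 lower and 529 higher in Ho than in Ctrl. With the mean level of 56 skin epithelium markers per fish as a covariate, chosen after seeing the data, DESeq2 called 5 DEGs in He against Ctrl, none of them among the 77 called without it. Of those 77, the 22 higher in He all kept at least 50% of their log2 fold change, same sign, with the covariate, as 9 of the 55 lower did. Skin markers themselves made up 9 of the 77 calls, so their loss of size is largely built in. The marker level also differed between the groups (mean log2 CPM 2.48 in Ctrl and 0.56 in He). A gene lower in He can thus lose size to the covariate whatever the cause. Gimap9 went from 2.43 (standard error 0.48) to 2.64 (standard error 0.72) and CAPN3 from 1.2 (standard error 0.29) to 1.13 (standard error 0.45), so these lost the call as the error rose. COL17A1 went from -4.55 (standard error 0.85) to -1.55 (standard error 0.87), as its estimate moved towards 0. For Ho against Ctrl it called 30 with that covariate, which hold 19 of the 21 called without it. Without Ctrl 1 the log2 fold change by DESeq2 went from -6.32 to -5.23 for PPL (adjusted p = 0.183), -5.2 to -3.97 for esrp1 (0.0977), -5.23 to -4.24 for ANO1 (0.0509), -5.16 to -4.36 for SPINT2 (0.202), -6.35 to -4.84 for AHNAK (0.0725) and -4.55 to -3.8 for COL17A1 (0.0297). PPL also missed 0.05 without Ctrl 2 (0.0728) or He 3 (0.0684), SPINT2 without Ctrl 2 (0.0855) or He 1 (0.0581), with no adjusted p without Ctrl 3, and esrp1 without He 3 (0.0847). The 3 Ctrl fish differed among themselves in these genes, as the SD of PPL and COL17A1 in Ctrl shows.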

He_vs._Ctrl was characterized by more downregulated DEGs and DEPs, consistent with active molecular changes accompanying partial IB reduction, whereas Ho mutants with complete IB loss showed a distinct protein–level response. The larger number of DEPs than DEGs suggested that protein-level changes captured additional regulatory information beyond transcript abundance. Because DEPs were identified using nominal *p*–value and fold–change criteria, they were interpreted as an exploratory protein–level dataset.

### 3.3. Integrative mRNA–Protein Correlation and Nine-Quadrant Analysis

To delineate the relationship between transcriptomic and proteomic alterations across different *Runx2b* genotypes, integrated mRNA–protein analysis was performed. Global mRNA–protein correlations were weak across the three comparisons, with Pearson’s correlation coefficients of 0.069, 0.078, and 0.051, respectively (Figure 3a). Consistently, DEG-DEP overlap was limited, with only 4, 3, and 2 shared genes/proteins identified in He_vs._Ctrl, Ho_vs._Ctrl, and Ho_vs._He, respectively (Figure 3b). Specifically, the He_vs_Ctrl comparison contained *MYH1s*, *MFAP4*, *perilipin6*, and *APOE*; the Ho_vs_Ctrl comparison contained *MYH1s*, *INPP5B_F*, and *SERPINB*; and the Ho_vs_He comparison contained *EVPL* and *SERPINB*. 

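On the transcript side, 19 tested loci were matched to MYH1s, a fast myosin heavy chain, among them Myh7b and MYH7, which are of cardiac type. Of these copies 17 lay above 0 in He against Ctrl (median log2 fold change 1.45), and DESeq2 called 4 higher and 0 lower. Between Ho and Ctrl 12 copies lay above 0 and 7 below (median 0.34), with 2 called higher and 0 lower. INPP5B_F (ABG768_008255, chromosome 16, 4279593 to 4327313), an inositol phosphatase, stood at 7.74 ± 2.31 CPM (SD, n = 3) in Ctrl, 23.5 ± 13.4 in He and 24.2 ± 3.79 in Ho. Its log2 fold change was 1.61 in He (standard error 0.42, adjusted p = 0.0235 from DESeq2) and 1.65 in Ho (standard error 0.42, adjusted p = 0.0468 from DESeq2), while a second copy (ABG768_006354) lay at 0.00 and 0.06. Perilipin 6, whose symbol in the annotation is PLIN5 (ABG768_008896, chromosome 16), fell by DESeq2 from 4.52 ± 2.74 CPM in Ctrl to 0.789 ± 0.729 in He (log2 fold change -2.45, standard error 0.62, adjusted p = 0.0173). APOE (ABG768_009029) had a log2 fold change of -2.98 in He (standard error 0.89, adjusted p = 0.0131 from DESeq2), from 48.9 ± 34.9 to 6.14 ± 6.6 CPM. Of 14 MFAP4 loci only 2 had enough counts, with log2 fold changes of -3.44 (standard error 1.61) and -1.58 (standard error 1.65) in He, and neither passed DESeq2 or edgeR. One SERPINB gene (ABG768_009302) stood at 49 ± 40.3 CPM in Ctrl, 4.63 ± 2.51 in He and 19.9 ± 18.1 in Ho. For Ho its log2 fold change was -1.3 against Ctrl (standard error 0.87, adjusted p = 0.868 from DESeq2) and 2.09 against He (standard error 0.91, adjusted p = 0.376). For He against Ctrl it was -3.39 (standard error 0.95, adjusted p = 0.00457). The envoplakin genes EVPL (ABG768_020293 and ABG768_023907) were higher in Ho than in He by log2 fold changes of 2.87 (standard error 0.89) and 2.2 (standard error 1.08), without passing DESeq2 (adjusted p = 0.116 and 0.507). In He against Ctrl both fell by DESeq2, by 3.14 (adjusted p = 0.0103) and 4.3 (adjusted p = 0.00161) on the log2 scale. None of these genes passed edgeR. With the skin marker level as a covariate, DESeq2 gave perilipin 6 a log2 fold change of -1.06 in He (standard error 0.77, adjusted p = 0.968), APOE -0.58 (standard error 0.66, adjusted p = 0.996) and the EVPL copies -0.32 (standard error 0.56, adjusted p = 0.996) and -1.33 (standard error 1.05, adjusted p = 0.977). The SERPINB gene stood at -0.08 (standard error 0.4, adjusted p = 0.996). For these genes the estimate moved towards 0. INPP5B_F kept its size, at 1.48 in He (standard error 0.65, adjusted p = 0.664) and 1.64 in Ho (standard error 0.45, adjusted p = 0.0526). The smallest adjusted p of the loci matched to MYH1s was 0.0547 in He and 0.000254 in Ho. That copy in He, Myh4 (MSTRG.3895), had 1 count over the Ctrl group and was at least 5540-fold higher in He against a floor of 3 counts, or 1030-fold without He 3. With so few Ctrl counts its size is not a measured fold: by edgeR it ran from 1810-fold (without He 3) to 42500-fold (without Ctrl 2), and by DESeq2 the log2 fold change was 14 (standard error 2.27), 11.16 without He 3 and 13.84 (standard error 3.47) with the covariate. Without Ctrl 1 DESeq2 gave perilipin 6 a log2 fold change of -1.87 in He (adjusted p = 0.392), APOE -2.4 (0.281), the SERPINB gene -2.65 (0.182) and the EVPL copies -2.03 (0.397) and -3.15 (0.182). Perilipin 6 and APOE also missed 0.05 without Ctrl 2, He 1 or He 3 (0.0792 to 0.147), the SERPINB gene without Ctrl 2 (0.0556) and the first EVPL copy without He 1 (0.0886) or He 3 (0.0769). INPP5B_F missed it in He without Ctrl 1, Ctrl 2, He 2 or He 3 (0.0656 to 0.27) and in Ho without Ctrl 1, Ctrl 2, He 2 or any Ho fish (0.0753 to 0.494). In Ho against He the SERPINB gene stood at 1.02 and the first EVPL copy at 1.92 by DESeq2 without Ho 2.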

Global mRNA–protein correlations were weak across comparisons, and DEG-DEP overlaps were limited, indicating that transcript abundance alone could not fully explain protein-level remodeling. Nine-quadrant analysis further revealed comparison–specific concordant and discordant regulatory patterns. Therefore, candidate molecules were prioritized by integrating DEG–DEP overlap, concordant directional changes, pathway enrichment, functional annotation, and biological relevance to IB-associated tissue remodeling.

### 3.4. GO and KEGG Enrichment Analysis Associated with IB Development

To investigate the molecular processes associated with IB development, phenotype-focused enrichment analysis was performed based on DEGs and DEPs. GO analysis highlighted terms related to cell adhesion, anchoring junction, intermediate filament organization, calcium-dependent proteolysis, myosin complex, cytoskeletal fiber, and skeletal muscle regeneration (Figure 4a). 

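Among the GO terms that Figure 4a names, intermediate filament cytoskeleton organization held 5 genes called by DESeq2 in He against Ctrl, all lower in He: PPL, dspa, dspb and both EVPL copies. They are 5 of its 9 tested genes, where 0.13 would be expected (one-sided Fisher's exact test, adjusted p = 1.36e-06). PPL is itself 1 of the skin epithelium markers. With the level of those markers as a covariate, DESeq2 called 0 of the 5, at log2 fold changes of -2 (standard error 0.88, adjusted p = 0.661) for PPL, 0.21 (standard error 0.71, adjusted p = 0.996) for dspa and -1.02 (standard error 0.64, adjusted p = 0.917) for dspb. Of 48 genes of the myosin complex, 7 were called where 0.71 would be expected (adjusted p = 5.12e-05). That enrichment was lost on calls at an adjusted p under 0.01, with 2 called and an adjusted p of 0.1. Myh4 at 2 loci, myosin heavy polypeptide 1.1 and MYH13 were higher in He, and Myo1e, MYO5B and MYH9 were lower, and with the skin covariate the 4 higher kept at least 50% of their log2 fold change and the 3 lower did not. Of 24 genes of calcium-dependent cysteine endopeptidase activity, 3 were called (expected 0.35, adjusted p = 0.0217), with 2 CAPN2 genes lower and CAPN3 higher, and with the skin covariate neither CAPN2 gene kept 50% of its log2 fold change while CAPN3 did. Cell adhesion held 6 called genes of 156 (expected 2.31, adjusted p = 0.0624), anchoring junction 1 of 23 (expected 0.34, adjusted p = 0.38), and myoblast migration 1 of 2, the annexin ANXA1 (adjusted p = 0.0624). The tests used DEGs called by DESeq2 at an adjusted p under 0.05, 170 of which carry a GO term, against the 11501 tested genes with a GO term, since edgeR called 0 genes and gave no test. At an unadjusted edgeR p under 0.05, cell adhesion held 30 genes (4 up, 26 down) and the myosin complex 9 (4 up, 5 down). In Ho against Ctrl and in Ho against He, 0 terms passed Fisher's exact test on the DESeq2 calls, of which 35 carried a GO term in Ho against Ctrl.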

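The pathway regulation of actin cytoskeleton held 9 genes called by DESeq2 in He against Ctrl, all lower in He. They were Itga6, Itgb4, ITGB3, cfl1-a, ARPC1A, actr2a, MYH9 and 2 copies of GSN, out of 249 tested genes where 3.16 would be expected (one-sided Fisher's exact test, adjusted p = 0.0217). On calls at an adjusted p under 0.01 the pathway held 1 gene where 1.03 would be expected (adjusted p = 1), so the enrichment was lost. With the skin marker level as a covariate, DESeq2 called 0 of the 9, and none kept 50% of its log2 fold change (median size 2.9 without and 0.52 with it). Itga6 went from -2.43 (standard error 0.69) to 0.21 (standard error 0.53, adjusted p = 0.996). The integrin subunits Itga6, ITGB3 and Itgb4 and the basement membrane collagen COL4A5 were lower in He and made up the 4 called genes of 83 in ECM-receptor interaction (expected 1.05, adjusted p = 0.0586). Focal adhesion held 7 called genes of 244, all lower in He (expected 3.09, adjusted p = 0.0649). With the covariate, 0 of these 4 and 1 of these 7 kept 50% of their log2 fold change. Itgb4 (ABG768_026847) stood at 77.4 ± 77.4 CPM (SD, n = 3) in Ctrl and 12.9 ± 3.88 in He, a log2 fold change of -2.59 (standard error 0.73, adjusted p = 0.0116 from DESeq2). Without Ctrl 1 Itgb4 stood at -1.38 (adjusted p = 0.397), Itga6 at -1.04 (0.791) and ITGB3 at -2.44 (0.509) by DESeq2, and each of the 3 also missed 0.05 without He 1 or He 3 (0.0721 to 0.223). Calcium signaling held 4 called genes of 186 (adjusted p = 0.297), vascular smooth muscle contraction 4 of 119 (adjusted p = 0.108) and osteoclast differentiation 1 of 126 (adjusted p = 0.975). Cardiac muscle contraction held 0 of 105 by DESeq2 and by edgeR, with 7 at an unadjusted edgeR p under 0.05. The background was the 6309 tested genes with a KEGG pathway, of which DESeq2 called 80 at an adjusted p under 0.05. At an unadjusted edgeR p under 0.05, 32 genes of focal adhesion, 24 of actin regulation and 16 of calcium signaling were lower in He than in Ctrl, and 9, 10 and 8 were higher.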

KEGG analysis identified pathways associated with ECM–receptor interaction, focal adhesion, actin cytoskeleton regulation, calcium signaling, muscle contraction, and osteoclast differentiation (Figure 4b). 

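Among 37 osteoblast and bone matrix genes, the matrix Gla protein gene mgp (ABG768_020721) fell by DESeq2 from 21.9 ± 7.8 CPM (SD, n = 3) in Ctrl to 5.94 ± 2.15 in He (log2 fold change -1.87, standard error 0.42, adjusted p = 0.00584). In Ho mgp stood at 17.8 ± 7.39 CPM. The transcription factor dlx3b (ABG768_004244) fell by DESeq2 from 3.36 ± 2.97 to 0.0971 ± 0.112 CPM in He (log2 fold change -4.88, standard error 1.23, adjusted p = 0.00583). With the skin marker level as a covariate, dlx3b went to -1.15 in He (standard error 1.15, adjusted p = 0.996 from DESeq2), while mgp kept its fall at -2.33 (standard error 0.6, adjusted p = 0.0672 from DESeq2). In Ho dlx3b had a log2 fold change of -2.89 against Ctrl (standard error 1.04, adjusted p = 0.327). Osteocalcin (bglap, ABG768_020722) stood at 38.7 ± 16.4 CPM in Ctrl, 20.3 ± 12.8 in He and 20.4 ± 22.8 in Ho. Osteopontin and sp7 had log2 fold changes of -1.35 and -0.73 in He and of -1.23 and -1.07 in Ho. These 3 genes are all that matched the list of intermuscular bone genes from the introduction by symbol (camera adjusted p = 0.173 in He and 0.127 in Ho). Matched by protein name, a choice made after the result was seen, the 10 genes of that list had 12 tested copies. Of these, 4 lay above 0 and 8 below in He, and 3 above and 9 below in Ho (camera adjusted p = 0.209 and 0.178). They include scxa at 0.71 in He and -0.54 in Ho, alpl at 0.22 and 1.25, and sik1 at 0.83 and 0.78. DESeq2 and edgeR called 0 of the 12, over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05 in He, an entpd5a copy (ABG768_010133) at -2.77 (-1.74 by DESeq2 without Ctrl 2), and 0 in Ho. In the list of osteoclasts and bone resorption, the collagenase MMP13 (ABG768_002890) and the decoy receptor Tnfrsf11b (ABG768_012418) rose by DESeq2 in Ho against Ctrl, by log2 fold changes of 4.12 (adjusted p = 0.0185) and 3.73 (adjusted p = 0.0365). These calls were lost for MMP13 without Ctrl 1 (0.233), Ctrl 2 (0.342) or Ho 2 (0.51, log2 fold change 2.76), and for Tnfrsf11b without Ctrl 2, Ctrl 3, He 2, He 3, Ho 1 or Ho 2 (0.0514 to 0.441). In He, mgp missed 0.05 by DESeq2 without Ctrl 1 (0.0565) or He 1 (0.0679), and dlx3b without Ctrl 2 (0.0892) or He 3 (0.0518), with a log2 fold change of -4.25 and no adjusted p without Ctrl 1. Of the 37 osteoblast genes, DESeq2 called 2 lower in He and 0 in Ho, and adjusted over the list alone 3 were lower in He by DESeq2 and 3 by edgeR. The list median was -0.13 in He (limma camera adjusted p = 0.0758) and -0.46 in Ho, where 29 of 37 genes lay below 0 (camera adjusted p = 0.0353, adjusted p = 0.765 with an estimated correlation). That call was lost without Ctrl 2 (0.968), Ho 2 (0.055) or Ho 3 (0.194). The 21 chondrocyte genes had medians of -1.17 in He (camera adjusted p = 0.00148, adjusted p = 0.607 with an estimated correlation) and -0.54 in Ho (0.0126, adjusted p = 0.763 with an estimated correlation). They passed neither without He 1 in He (0.159) nor without Ctrl 2 (0.133) or Ho 2 (0.0893) in Ho, and DESeq2 and edgeR called 0 of them, with 3 at an unadjusted p under 0.05 in He. Of 19 osteoclast genes DESeq2 called 1 lower in He (ITGB3) and 2 higher in Ho, with 3 higher in Ho by edgeR adjusted over the list alone. ECM-receptor genes (75) had medians of -0.11 in He and -0.31 in Ho (camera adjusted p = 0.0612 and 0.0508), with 4 lower in He by DESeq2 and 5 adjusted over the list alone. Focal adhesion and actin genes (71) had medians of -0.17 and -0.01 (camera adjusted p = 0.209 and 0.52), with 4 lower in He by DESeq2, and 3 higher and 4 lower adjusted over the list alone. With the skin covariate, 0 of the 4 ECM-receptor genes, 0 of the 4 focal adhesion and actin genes and not ITGB3 kept 50% of their log2 fold change. Tendon and myoseptum genes (44) had medians of -0.05 and -0.18 (camera adjusted p = 0.113 and 0.0656), with 0 called by DESeq2 or edgeR and 4 and 2 at an unadjusted p under 0.05.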

Cytoskeleton–related terms were the most abundant, followed by ECM/cell adhesion and ossification modules (Figure 4c). Together, these results suggest that genotype-associated IB reduction was accompanied by changes in cytoskeletal architecture, extracellular matrix organization, calcium signaling, muscle function, and osteogenic regulation in the IB-forming myoseptal region. 

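Fast muscle genes were higher in He than in Ctrl and lower in Ho than in He as a group. Their mean log2 CPM was 8.82, 9.53 and 9.2 in Ctrl, He and Ho, and the skin epithelium markers ran the other way over these groups. Of 65 tested, 54 lay above 0 in He against Ctrl (median log2 fold change 0.52, limma camera adjusted p = 9.21e-06, adjusted p = 0.607 with an estimated correlation). DESeq2 called 4 higher, all myosin heavy chains, and adjusted over the list alone 7 were higher by DESeq2 and 2 by edgeR. In Ho against He the median was -0.38 (camera adjusted p = 0.00157, adjusted p = 0.682 with an estimated correlation), lost without He 3 (0.164) or Ho 2 (0.129). Between Ho and Ctrl it was 0.15 (camera adjusted p = 0.0508), with 2 called higher by DESeq2 and 4 adjusted over the list alone. Among 56 genes of calcium handling in muscle, the calcium pump ATP2A2 (ABG768_026865) had a log2 fold change of -1.67 in He (standard error 0.52, adjusted p = 0.0564 from DESeq2) and the parvalbumin gene PVALB (ABG768_019945) one of 0.78 (standard error 0.27, adjusted p = 0.113). DESeq2 called 1 of the list higher in He over all genes, and adjusted over the list alone 1 higher and 1 lower. The list medians were 0.12 in He and 0.06 in Ho (camera adjusted p = 0.109 and 0.199), and in Ho 0 genes were called by DESeq2 or edgeR, or had an unadjusted p under 0.05. Genes of muscle growth and atrophy (25), included fsta, PAX7 and MYOG with log2 fold changes of 1.25, 0.84 and 1.02 in He. The list had a median of 0.42 in He (camera adjusted p = 0.00438, adjusted p = 0.607 with an estimated correlation), lost without He 3 (0.0964). In Ho their median was 0.26 (camera adjusted p = 0.017, adjusted p = 0.763 with an estimated correlation), lost without Ctrl 1 (0.148), Ctrl 2 (0.144) or Ho 3 (0.258). Slow and cardiac-type muscle genes (36) had medians of -0.35 in He (camera adjusted p = 0.0619) and -0.43 in Ho (camera adjusted p = 0.000579, adjusted p = 0.763 with an estimated correlation), the latter lost without Ho 2 (0.818). Genes of BMP, Wnt, TGF-beta, Hedgehog and Notch signalling (71), with Notch3 at -0.81 in both mutants, had medians of -0.16 and -0.12 (camera adjusted p = 0.182 and 0.297). DESeq2 and edgeR called 0 genes in these 3 lists, over all genes or adjusted over the list alone, with 4, 1 and 7 at an unadjusted p under 0.05 in He. Over all 25 lists, edgeR called 0 of 861 members in any comparison, with 158, 67 and 84 at an unadjusted p under 0.05 in He against Ctrl, Ho against Ctrl and Ho against He. DESeq2 called 53 (7 up, 46 down), 5 and 4. Without Ctrl 3, edgeR called 17 in He against Ctrl and 1 in Ho against Ctrl. From the terms, pathways and modules of Figure 4, the paper proposes that IB reduction went along with several changes in the myoseptal region. They cover the cytoskeleton, extracellular matrix, calcium signaling, muscle function and osteogenic regulation. The paper's enrichment drew on both DEGs and DEPs, while only transcripts were tested here.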

Because these functional themes are not specific to IB development alone, they were interpreted as IB-associated tissue remodeling modules rather than direct evidence of IB-specific regulatory mechanisms.

### 3.5. Identification of Concordantly Regulated Candidate Genes/Proteins

Representative candidate gene–protein pairs were selected based on concordant transcriptomic/proteomic regulation, functional annotation, and enrichment relevance. These candidates, including *MYH1s*, *CDH26*, *PLIN5*, *phhA*/*PAH*, *HBA*/*HBB*, *GPX4*, *KRT1*, *GSN*, *LGALS9*, and *ANXA3*, were mainly associated with ECM remodeling, cytoskeletal organization, calcium regulation, muscle–related processes, and ossification-related modules (Figure 5a,b). 

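MYH1s (ABG768_023108, chromosome 5, 39015369 to 39026611) stood at 32.8 ± 21.3 CPM (SD, n = 3) in Ctrl, 2474 ± 3127 in He and 1442 ± 713 in Ho. Its log2 fold change by DESeq2 was 6.26 in He (standard error 0.82, adjusted p = 3.58e-10) and 5.48 in Ho (standard error 0.82, adjusted p = 3.73e-07). The former was 4.37 by DESeq2 without He 3. How reads were divided between this gene and the other loci of its name was not measured. The cadherin gene CDH26 (ABG768_016006, chromosome 22, 9241910 to 9264548) fell by DESeq2 from 15.93 ± 17.6 CPM in Ctrl to 0.95 ± 0.598 in He, a log2 fold change of -4.02 (standard error 1.03, adjusted p = 0.00103). In Ho CDH26 had -1.77 (standard error 0.91, adjusted p = 0.656). The keratin gene KRT1 (ABG768_012218) fell by DESeq2 in He (log2 fold change -2.93, standard error 0.8, adjusted p = 0.00529), from 552 ± 430 to 72.2 ± 41.4 CPM, with 364 ± 294 in Ho. The gelsolin gene GSN (ABG768_022363) fell by DESeq2 from 2.2 ± 1.66 to 0.112 ± 0.137 CPM in He (log2 fold change -4.08, standard error 1.23, adjusted p = 0.0408). ANXA3 (ABG768_022631) had 61, 18 and 1 counts in Ctrl, 0 in He and 6, 13 and 2 in Ho, at least 24-fold lower in He than in Ctrl against a floor of 3 counts over the He group, or 9.28-fold without Ctrl 1. DESeq2 gave it no adjusted p in He and edgeR did not call it (adjusted p = 0.359). The hemoglobin genes HBA (ABG768_019826) and HBB (ABG768_004576) had log2 fold changes of -1.6 (standard error 1.32) and -1.23 (standard error 1.25) in He and of -0.02 (standard error 1.29) and 0.85 (standard error 1.12) in Ho. Neither passed DESeq2 or edgeR. With the skin marker level as a covariate, DESeq2 gave CDH26, KRT1 and GSN log2 fold changes of -0.53, -0.53 and -0.57 in He (standard errors 0.53, 0.41 and 1.32) and called none, while MYH1s stood at 6.01 (standard error 1.6, adjusted p = 0.078). Without Ctrl 1 the log2 fold change by DESeq2 was -2.62 for CDH26 (adjusted p = 0.175) and -2.11 for KRT1 (0.209), which also missed 0.05 without He 1 (0.052). GSN missed 0.05 without Ctrl 2, Ho 1 or any He fish (0.0534 to 0.336) and had no adjusted p without Ctrl 1. The copies of GPX4 (ABG768_013679) and LGALS9 (ABG768_018995) matched to Figure 5 by accessions read by eye had 17 counts and 1 count over the 9 fish and were not tested. Other copies were: 2 of GPX4 with a median log2 fold change of -0.3 in He and -0.24 in Ho, and 1 of LGALS9 with 0.17 and 0.33, none of them called by DESeq2 or edgeR. Among all tested copies in He against Ctrl, 1 of 3 of ANXA3, 1 of 6 of GSN and 2 of 6 of HBA lay above 0, the rest below. The ANXA3 copy with the most counts (ABG768_002390) had 156, 172 and 103 in Ctrl and 91, 203 and 129 in He. For GSN that copy (ABG768_015123) had 736, 738 and 419 counts in Ctrl and 487, 922 and 539 in He. By edgeR 0 of the candidates passed in any comparison, with 2 of the 43 named genes higher and 17 lower in He at an unadjusted p under 0.05. DESeq2 called 5 in He (MYH1s higher, and CDH26, PLIN5, KRT1 and GSN lower), 1 in Ho against Ctrl and 1 in Ho against He. Of the 43 tested genes that bear a name of a candidate or an overlap, DESeq2 called 2 higher and 10 lower in He, and adjusted over the list alone 2 higher and 17 lower, with 2 higher and 12 lower by edgeR. Their median was -1.23 in He (limma camera adjusted p = 0.0125, adjusted p = 0.607 with an estimated correlation) and 0.23 in Ho against He (0.0162, adjusted p = 0.682 with an estimated correlation), the latter lost without Ho 2 (0.0584). The median for Ho against Ctrl was -0.2 (camera adjusted p = 0.367). The study chose this list on the same fish, so it is not independent evidence.

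**Figure D2:**
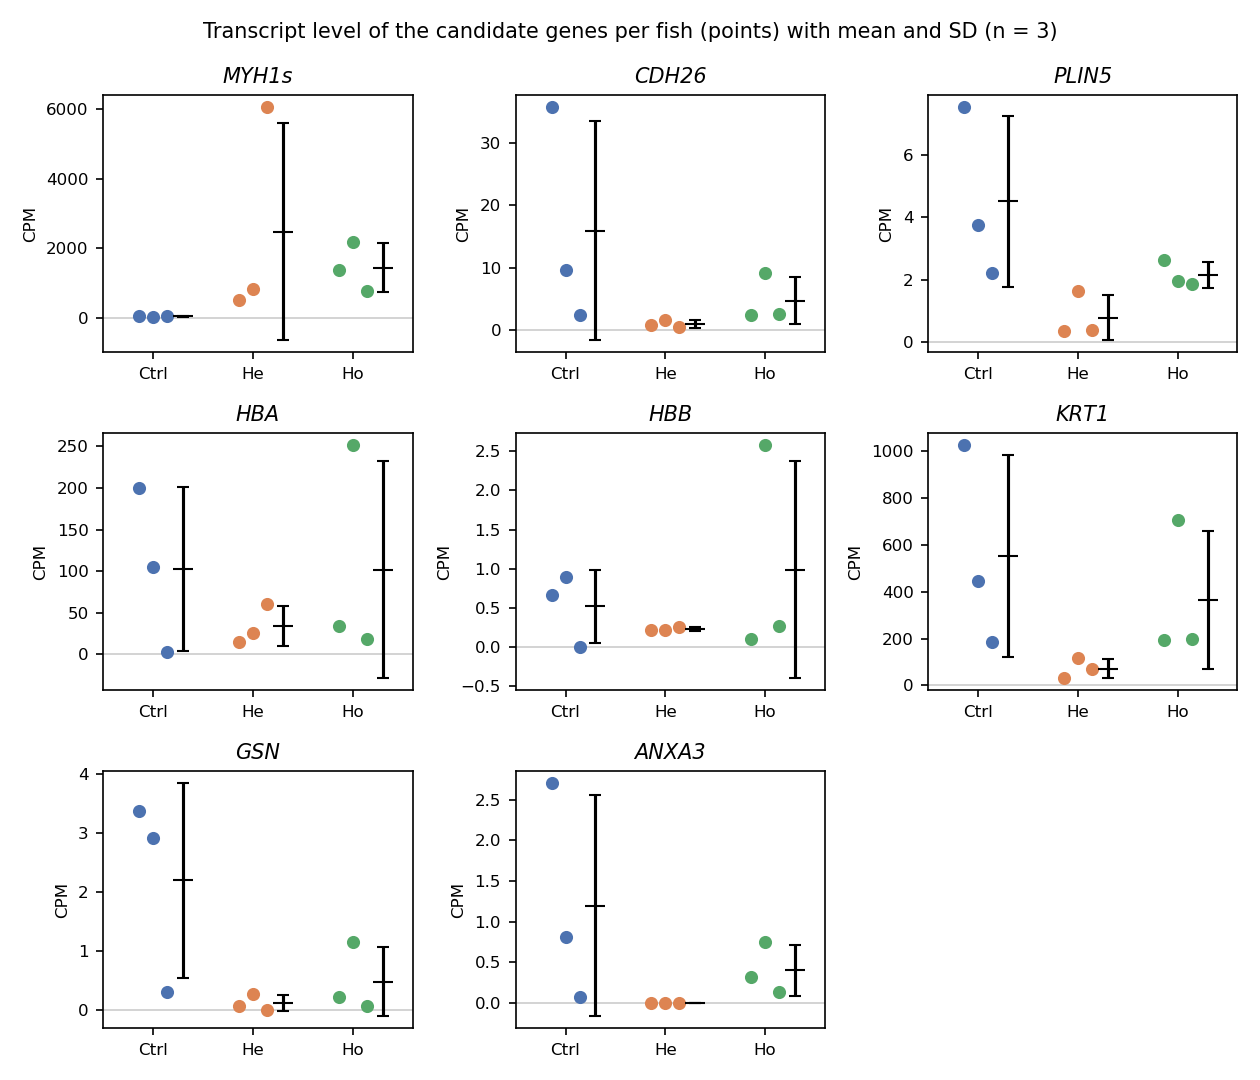
CPM of 8 candidate genes in each fish (points) on linear axes, with the mean and SD of the 3 fish of each genotype. MYH1s lies higher in both mutants than in Ctrl (means 32.8, 2474 and 1442 CPM), and CDH26 is lowest in He (0.95 CPM).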

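Markers of skin epithelium, a tissue outside the myosepta, were lower in He than in the other 2 genotypes. The mean log2 CPM of 56 such genes was 2.48 ± 1.21 (SD, n = 3) in Ctrl, 0.56 ± 0.62 in He and 2.13 ± 0.73 in Ho. In He against Ctrl 50 of them lay below 0 (median log2 fold change -2.65, limma camera adjusted p = 3.89e-17, adjusted p = 0.607 with an estimated correlation), and DESeq2 called 23 lower and none higher. By edgeR 0 passed over all genes, with 37 lower at an unadjusted p under 0.05. Adjusted over the list alone 38 were lower by DESeq2 and 35 by edgeR. In Ho against He 52 lay above 0 (median 1.75, camera adjusted p = 3.72e-15, adjusted p = 0.682 with an estimated correlation), with 1 called by DESeq2, SPINT2, and 18 adjusted over the list alone. DESeq2 gave SPINT2 a log2 fold change of 5.11, or 2.47 without Ho 2, where the call was lost. In Ho against Ctrl the median was -0.6 (camera adjusted p = 0.0382, adjusted p = 0.765 with an estimated correlation), lost without Ctrl 1 (0.652), Ctrl 2 (0.177), Ho 1 (0.242) or Ho 3 (0.706). Pigment cell genes (15) were lower in He (median -0.48, camera adjusted p = 0.0263, adjusted p = 0.607 with an estimated correlation), lost without He 1 (0.0856). DESeq2 called PMEL (ABG768_003303), MLANA and tyrp1 lower, of which 1 kept 50% of its log2 fold change with the skin level as a covariate, with 1 higher and 6 lower adjusted over the list alone. Each of the 3 missed 0.05 by DESeq2 without Ctrl 1, Ctrl 2, He 1 or He 3 (0.0719 to 0.517). In Ho their median was also -0.48 (camera adjusted p = 0.0473, adjusted p = 0.607 with an estimated correlation), lost without Ctrl 1 (0.0654), Ctrl 2 (0.109), Ho 2 (0.0871) or Ho 3 (0.0633). Stress and immediate early genes (54) were higher in Ho than in Ctrl (median 0.66, camera adjusted p = 1.65e-08, adjusted p = 0.724 with an estimated correlation), with 10 higher by DESeq2 adjusted over the list alone. One hsp70 gene (ABG768_019361) stood at 158 ± 123 CPM in Ho and 5.83 ± 6.59 in Ctrl (adjusted p = 0.0595 from DESeq2). They were higher in Ho than in He (median 0.44, camera adjusted p = 0.000822, adjusted p = 0.682 with an estimated correlation), lost without He 1 (0.131) or He 2 (0.0978). For He against Ctrl the median was 0.31 (camera adjusted p = 0.0619) with 1 called by DESeq2, PFKFB3. Circadian genes (37) had a median of 0.09 in He (camera adjusted p = 0.0263, adjusted p = 0.611 with an estimated correlation), lost without Ctrl 2 (0.144), He 1 (0.0876) or He 3 (0.423). Their median in Ho was 0.45 (0.00171, adjusted p = 0.724 with an estimated correlation).

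**Figure D3:**
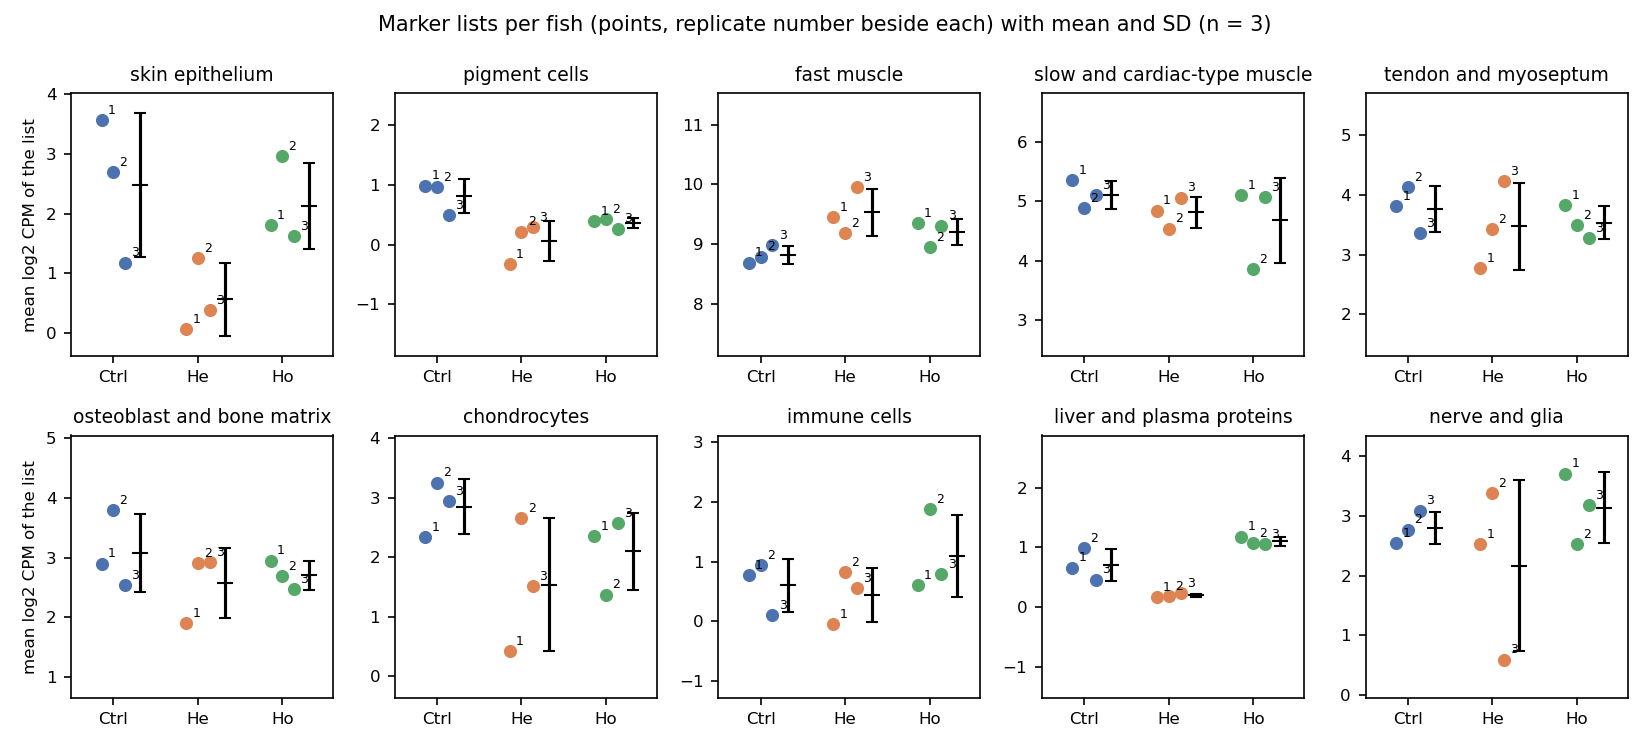
Mean log2 CPM of 10 marker lists in each fish (points, with its replicate number), with the mean and SD of the 3 fish of each genotype, on axes of equal span. Skin epithelium markers lie lowest in He (mean 0.56, against 2.48 in Ctrl and 2.13 in Ho).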

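Liver and plasma protein genes (25) had a median of 0.62 in Ho against He (limma camera adjusted p = 0.000113, adjusted p = 0.0659 with an estimated correlation). DESeq2 called 1 of them, an inter-alpha-trypsin inhibitor gene (MSTRG.8554; lost without Ctrl 2, He 1, He 3, Ho 1 or Ho 3, at 0.0773 to 0.246), with 4 adjusted over the list alone and 3 by edgeR. Against Ctrl their median was -0.37 in He (camera adjusted p = 0.113), with rbp4a (ABG768_004231) lower by DESeq2 (log2 fold change -4.33, adjusted p = 0.00101, or 0.0725 without Ctrl 1), which was -1.27 with the skin marker level as a covariate (standard error 0.75, adjusted p = 0.901). For Ho it was 0.51 (0.0417, adjusted p = 0.607 with an estimated correlation), lost without Ctrl 1 (0.0653), Ctrl 3 (0.266) or Ho 1 (0.0853). Nerve and glia genes (34) had a median of 0.63 in Ho against He (camera adjusted p = 0.000122, adjusted p = 0.682 with an estimated correlation), lost without He 3 (0.353). Against Ctrl the median was 0.49 in Ho (camera adjusted p = 0.0508). Fat cell genes (26) had a median of 0.46 in Ho against He (camera adjusted p = 0.00101, adjusted p = 0.682 with an estimated correlation), lost without He 2 (0.0795), with PLIN2 at 1.18 and LPL at 1.35. Immune cell genes (28) were higher in Ho, with medians of 0.36 against Ctrl (camera adjusted p = 0.0119, adjusted p = 0.763 with an estimated correlation) and 0.6 against He (0.0019, adjusted p = 0.682 with an estimated correlation). The first was lost without Ctrl 3 (0.232) or Ho 2 (0.268), the second without He 1 (0.121) or Ho 2 (0.424). DESeq2 called the immunoglobulin IgM heavy chain higher in Ho (log2 fold change by DESeq2 6.33, or 4.47 with an adjusted p of 0.6 without Ho 2), with CD4 higher and 1 gene lower in He. Red blood cell genes (18) had medians of -0.78 in He (camera adjusted p = 0.209) and -0.56 in Ho (0.017, adjusted p = 0.763 with an estimated correlation), lost without Ctrl 1 (0.213), Ctrl 2 (0.0828) or Ho 3 (0.248). Vessel genes (24) had a median of -0.11 in He (camera adjusted p = 0.173), where kdr fell by DESeq2 (log2 fold change -1.16, adjusted p = 0.0303; lost without Ctrl 1, Ctrl 2, He 1, He 3 or Ho 3, at 0.0619 to 0.363). Their median was 0.08 in Ho, where camera put the list lower (adjusted p = 0.524). Interferon response genes (32) and gut genes (5) passed camera in no comparison, with adjusted p of 0.226 and 0.328 in He and 0.497 and 0.887 in Ho. DESeq2 and edgeR called 0 of either, with 4 and 0 at an unadjusted p under 0.05 in He.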

Because several candidates are not classical osteogenic regulators and the sampled tissues were enriched but not purified myoseptal tissues, they were interpreted as microenvironment-associated molecules rather than direct regulators of IB formation. A proposed *runx2b*-centered regulatory model was then constructed to summarize the relationships among candidate molecules, enriched functional modules, and IB-related biological processes (Figure 5d). Given the limited DEG-DEP overlap, this model should be regarded as a hypothesis-generating framework rather than a directly data-driven or experimentally validated regulatory network. The model suggests that reduced *runx2b* activity may be associated with coordinated changes in ECM remodeling, cytoskeleton organization, calcium regulation, muscle–associated processes, and ossification-related regulation. These modules may be associated with myoseptal microenvironment remodeling and altered osteogenic regulation in the IB–forming region.

## 4. Discussion

In many cyprinid fishes, IBs are ossified elements formed within the myoseptal connective tissues, and their abundance compromises eating convenience and processing suitability, making IB reduction or elimination a major goal for quality-oriented genetic improvement [11,19]. Although *runx2b* has been established as an essential regulator of IB development, the molecular cascade linking its deficiency to downstream tissue remodeling and progressive IB reduction or loss remains poorly defined [9,14,16]. In the present study, *runx2b*-edited *C. alburnus* with normal, reduced, and absent IB phenotypes provided a useful model for investigating the molecular basis of IB deficiency. Together, our integrated transcriptomic and proteomic analyses suggest that *runx2b*-associated IB reduction or loss may be associated with coordinated remodeling of the myoseptal osteogenic niche rather than disruption of a single ossification pathway [20]. These results provide association-based evidence for future functional validation.

*Runx2* is widely recognized as a master transcriptional regulator of osteoblast differentiation and skeletal mineralization, and teleost *runx2b* has been increasingly implicated in skeletal development and IB formation [21,22]. Previous gene-editing studies in zebrafish, blunt snout bream, gibel carp, and other cyprinid fishes have consistently demonstrated that disruption of *runx2b* impairs IB formation and can result in reduced or completely absent IBs, supporting the conserved and essential role of *runx2b* in teleost skeletal development [9,14,16,17]. Consistent with these previous findings, our study further confirms the conserved requirement of *runx2b* for IB formation in *C. alburnus*, as homozygous mutants completely lacked detectable IBs, whereas heterozygous mutants exhibited an intermediate reduction phenotype. This genotype–dependent phenotypic gradient, ranging from normal development to reduction and complete absence of IBs, provides a useful model for dissecting the molecular changes underlying this skeletal deficiency and represents a potential germplasm resource for IB–targeted genetic improvement [23,24]. From a breeding perspective, heterozygous mutants with reduced IB numbers may also have practical value, especially if they maintain better growth, survival, fertility, or overall fitness than homozygous IB-free mutants. Therefore, future breeding programs should evaluate both heterozygous and homozygous *runx2b*-edited fish to determine the optimal balance between IB reduction and aquaculture performance.

Because transcriptomic and proteomic data capture different regulatory layers, their integration provides a more comprehensive view of molecular remodeling associated with *runx2b* mutation [25,26]. Targeted gene-expression profiling in teleosts has also provided detailed information on the tissue- and stage-specific expression dynamics of developmental regulatory genes, thereby offering a useful complement to large-scale omics approaches [27]. A recent gene-editing and multi-omics study in grass carp similarly showed that *runx2b*–associated IB loss was accompanied by coordinated transcriptomic, proteomic, and metabolic alterations involving calcium signaling, muscle contraction, and related physiological processes [9]. Unlike transcript abundance, protein levels directly reflect the functional molecules available within cells and are additionally influenced by translational efficiency, protein stability, degradation rates, and post-translational modifications. Therefore, proteomic changes may reveal regulatory processes that cannot be inferred solely from RNA expression patterns. In this study, the weak global mRNA–protein correlations and limited DEG–DEP overlaps indicated that transcript abundance alone could not fully explain protein–level remodeling after *runx2b* mutation [28]. This discrepancy may reflect multilayer regulatory mechanisms, including post–transcriptional regulation, altered protein turnover, differential degradation, temporal delays between transcription and translation, and tissue heterogeneity [29,30]. In addition, technical factors, including differences in detection depth, dynamic range, and threshold settings between RNA-seq and proteomic analyses, may also contribute to the limited overlap. Therefore, the integrated results were interpreted mainly at the pathway and module levels, with emphasis on concordant regulatory trends and functional consistency rather than individual molecules alone.

Consistent with previous evidence linking IB formation to myoseptal development, ECM–cell adhesion, cytoskeletal regulation, and osteogenic signaling, our enrichment results suggest coordinated remodeling of the myoseptal osteogenic niche [13,31]. Recent single-cell transcriptomic and comparative genomic analyses in zebrafish further revealed the cellular heterogeneity and potential developmental origins of IB-forming cells, providing cell-level support for the importance of the local myoseptal microenvironment in IB formation [32]. ECM–receptor interaction may reflect alterations in the extracellular matrix scaffold and integrin-mediated signals required for osteogenic cell adhesion, migration, differentiation, and mineralization. Focal adhesions connect ECM receptors to the actin cytoskeleton and transmit biochemical and mechanical cues that regulate cell shape, cytoskeletal tension, and osteogenic commitment. Because IBs develop within myoseptal connective tissues exposed to muscle-generated mechanical forces, alterations in focal adhesion and actin cytoskeleton regulation may impair mechanotransduction and local osteogenic activity. PI3K/Akt-related signaling may further link integrin- and focal adhesion-associated signals with cell survival, metabolism, proliferation, and osteogenic differentiation. Consistently, developmental transcriptomic analysis in Acrossocheilus wenchowensis identified stage-dependent changes in PI3K–Akt, Wnt, MAPK, and TGF–β signaling, further supporting the involvement of dynamically coordinated osteogenic pathways in IB development [33]. Therefore, the concurrent enrichment of ECM–receptor interaction, focal adhesion, actin cytoskeleton regulation, and PI3K-related signaling may indicate remodeling of an ECM–integrin–focal adhesion–cytoskeleton axis in the IB-forming microenvironment. Accordingly, altered regulation of *CDH26* and *LGALS9* may reflect changes in adhesion and matrix interactions [34,35], whereas *KRT1* isoforms, *GSN*, and *MYH1s* may be associated with cytoskeletal organization and muscle-derived mechanical cues [36,37]. However, these enrichment results indicate biologically plausible pathway-level associations rather than direct pathway activation or direct regulation by *runx2b*.

Calcium- and metabolism–related changes may represent another important layer of myoseptal niche remodeling, given their known roles in osteogenic differentiation and IB development [38,39]. In this context, altered regulation of *ANXA3*, *PLIN5*, *GPX4*, *HBA/HBB*, and *PAH* may reflect changes in calcium-dependent membrane processes, energy metabolism, oxidative stress responses, and local tissue homeostasis [40,41,42,43,44]. However, *HBA*/*HBB*-, *PLIN5*-, *GPX4*-, and *PAH*-related changes should be interpreted cautiously, because these molecules are not classical osteogenic regulators and may reflect differences in residual blood content, vascularization, metabolism, oxidative stress, or tissue composition. Thus, they are better regarded as microenvironment-associated candidates rather than direct regulators of IB formation. Nevertheless, such changes may still affect the local physiological environment required for myoseptal ossification. Together, these findings support a putative *runx2b*-centered model linking osteogenic activity, structural organization, mechanical cues, calcium-related regulation, and metabolic homeostasis. This model remains predictive and hypothesis-generating rather than experimentally validated. These coordinated changes may be related to reduced IB formation in heterozygous mutants and IB absence in homozygous mutants.

It should be noted that the myoseptal/muscle-enriched samples used in this study inevitably contained both IB-associated connective tissue and adjacent skeletal muscle components. Therefore, the observed changes in *MYH1s*, *HBA*/*HBB*, and metabolism-related proteins should not be interpreted as evidence that these molecules directly regulate osteogenic differentiation in IB-forming cells. Instead, they may reflect alterations in local muscle organization, oxygen transport, energy metabolism, oxidative stress, or tissue homeostasis surrounding the myoseptal niche. Given that IBs develop within myoseptal connective tissues embedded in skeletal muscle, such tissue-level changes may still be biologically relevant to the IB–forming microenvironment. However, their precise cellular sources and direct functional roles require further validation.

Several limitations should be acknowledged. First, the omics analyses were based on three biological replicates per genotype, which may limit the detection of subtle molecular changes. Second, only one developmental stage and one enriched myoseptal/muscle tissue region were analyzed; therefore, early causal events cannot be distinguished from downstream consequences of IB reduction or loss. Third, because the sampled tissues were enriched but not purified myoseptal tissues, some DEGs and DEPs may originate from adjacent skeletal muscle, connective tissue, or vascular cells rather than osteogenic cells, and some muscle-, hemoglobin-, and metabolism-related changes may therefore reflect differences in tissue composition. Tissue-sampling strategy can substantially influence the downstream biological interpretation of sequencing-based datasets and should be carefully considered when evaluating tissue-level molecular changes [45]. Future studies combining laser capture microdissection, spatial transcriptomics, single-cell sequencing, and cell–type–specific validation will be required to resolve the cellular origins of these molecular changes.

## 5. Conclusions

In conclusion, this study provides an integrated transcriptomic and proteomic view of *runx2b*-associated IB deficiency in *C. alburnus*. The results support a putative model in which *runx2b* mutation is associated with coordinated remodeling of the myoseptal osteogenic niche, involving ECM organization, cytoskeletal architecture, calcium-related regulation, muscle-associated cues, metabolic homeostasis, and ossification balance. Although the proposed candidate molecules and regulatory relationships require further functional validation, these findings broaden our understanding of IB development from a single osteogenic process to a coordinated, multi-module tissue-remodeling framework. These findings provide new insights into *runx2b*-associated skeletal development and offer a valuable molecular resource for future functional genomics studies, selective breeding, and genome-editing strategies aimed at reducing intermuscular bones in *Culter alburnus*.

## Figures and Tables

**Figure 1:**
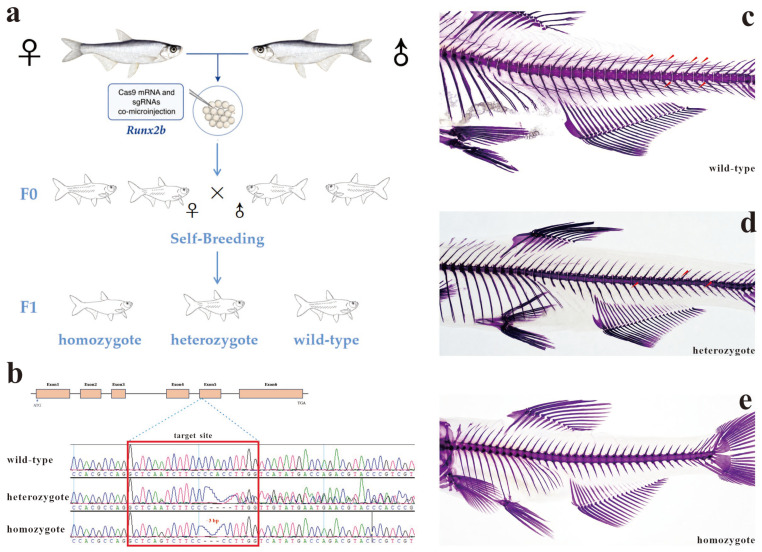
Generation and phenotypic characterization of F1 *runx2b*-edited mutants in *C. alburnus*. (**a**) Schematic workflow for generating and genotyping F1 *runx2b* mutants. (**b**) Sanger sequencing-based genotyping of F1 *runx2b* mutants in *C. alburnus*. The red box indicates the sgRNA-targeted region of the *runx2b* gene. Hyphens (-) indicate deleted nucleotides at the target site. (**c**–**e**) Alizarin red skeletal staining showing IBs phenotypes in wild-type (**c**), heterozygous (**d**), and homozygous (**e**) individuals. Red triangles indicate representative IBs.

**Figure 2:**
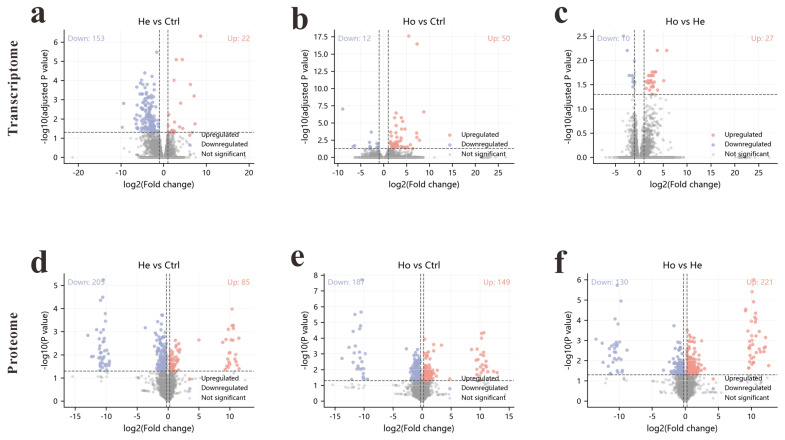
Volcano plots showing transcriptomic (**a**–**c**) and proteomic (**d**–**f**) differential expression across the three comparisons. Ctrl, wild type; He, heterozygous mutant; Ho, homozygous mutant. Dashed horizontal and vertical lines indicate the significance threshold and fold-change cutoff used for identifying differentially expressed genes/proteins.

**Figure 3:**
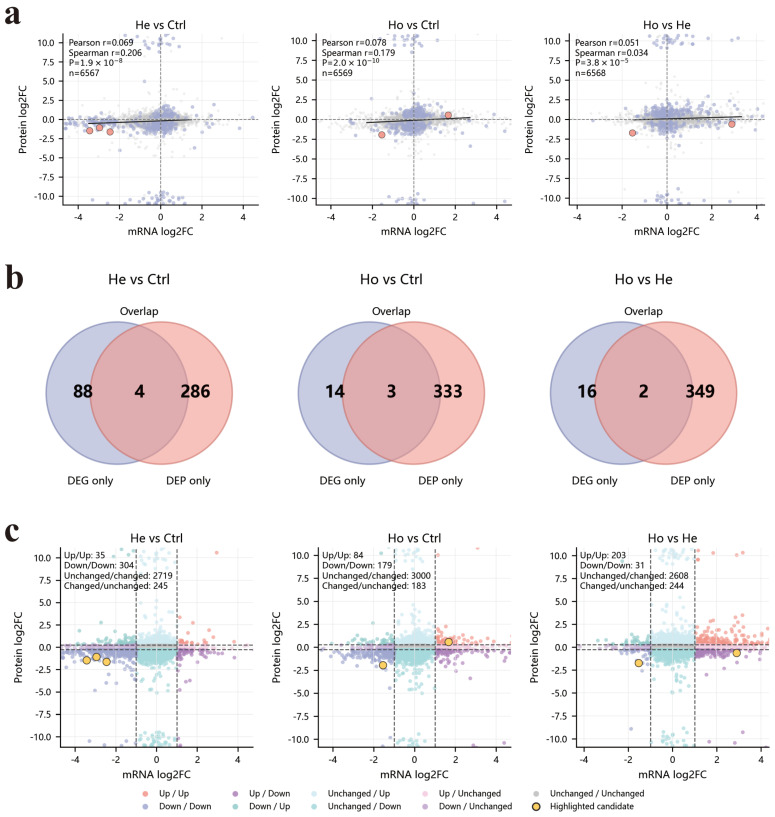
Integrative mRNA–protein correlation and nine-quadrant analysis. (**a**) Scatter plots showing the global correlation between mRNA log2FC and protein log2FC for all matched mRNA–protein pairs in each pairwise comparison. Pearson and Spearman correlation coefficients are shown in each panel. Gray points indicate non-significant pairs, blue points indicate pairs significant in one omics layer, and red points indicate DEG−DEP overlaps. (**b**) Venn diagrams showing the overlap between DEGs and DEPs in each comparison. (**c**) Nine-quadrant analysis of matched mRNA–protein pairs based on their transcriptomic and proteomic changes. The *X*-axis represents mRNA log2FC and the *Y*-axis represents protein log2FC. Colors indicate different mRNA–protein change patterns, including concordant upregulation, concordant downregulation, discordant regulation, and unchanged categories. In scatter plots (**a**,**c**), dashed vertical and horizontal lines indicate the log2 fold-change thresholds used for classification of differential expression, whereas solid lines represent linear regression fits between mRNA and protein fold changes.

**Figure 4:**
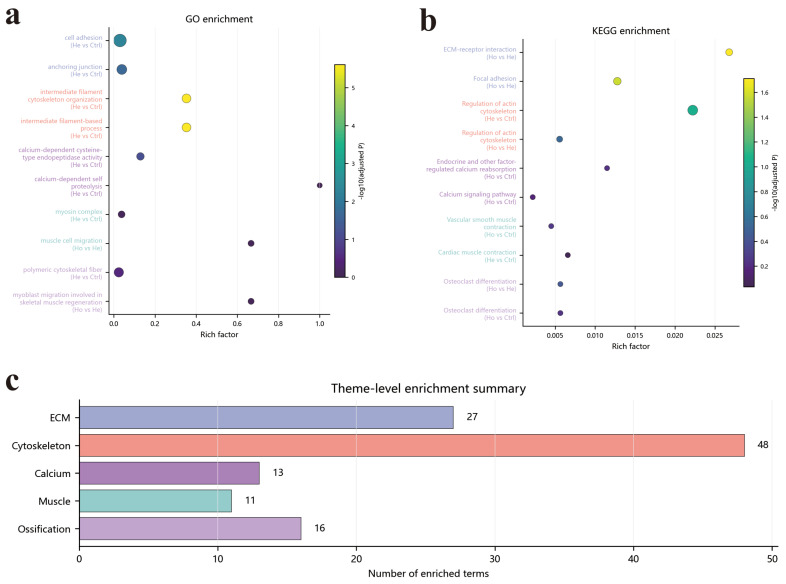
GO and KEGG enrichment analysis associated with IB development. (**a**) GO enrichment bubble plot showing representative terms related to ECM/cell adhesion, cytoskeleton, calcium signaling, muscle contraction/development, and ossification/bone mineralization. (**b**) KEGG enrichment bubble plot highlighting pathway-level enrichment related to these five biological themes, including ECM–receptor interaction, focal adhesion, calcium signaling, and muscle-related pathways. (**c**) Theme-level summary of enriched terms grouped into ECM, cytoskeleton, calcium, muscle, and ossification-related modules.

**Figure 5:**
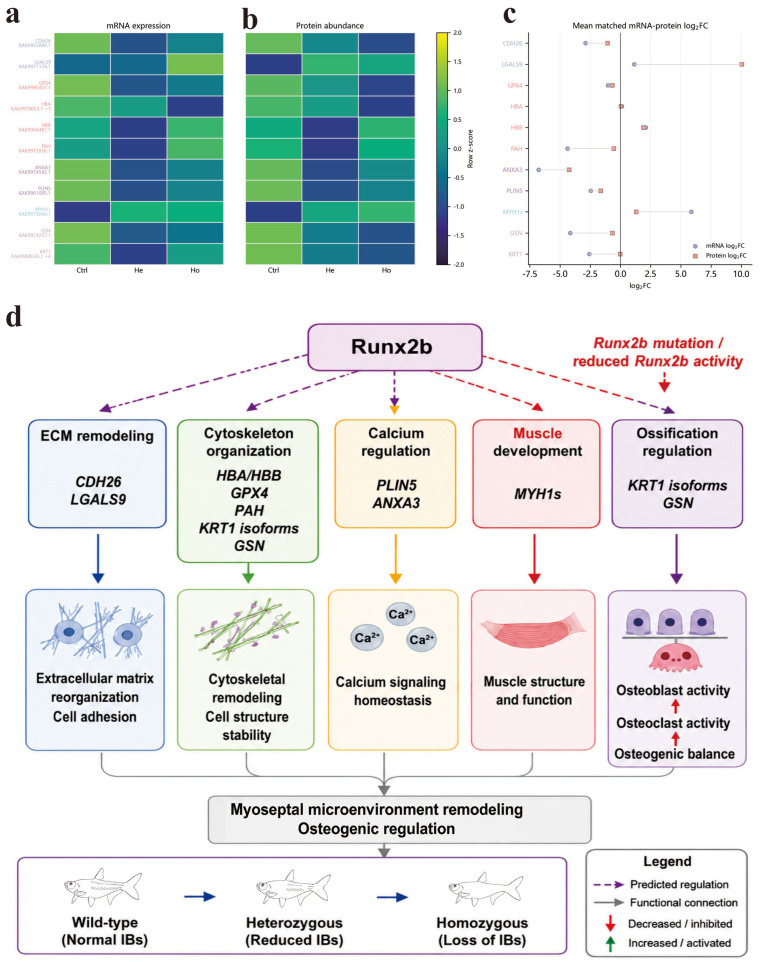
Candidate gene/protein screening and proposed *Runx2b*-centered regulatory model of IB development. (**a**) Heatmap showing row-scaled mRNA expression patterns of final candidate gene–protein pairs across Ctrl, He, and Ho groups. (**b**) Heatmap showing row–scaled protein abundance patterns for the same candidates. (**c**) Paired mRNA and protein log2FC values for each candidate. (**d**) Proposed *Runx2b*-centered regulatory model of IB development.

## Data Availability

The processed source data supporting Figures have been deposited in Figshare at https://doi.org/10.6084/m9.figshare.33044435. RNA-seq data are available from the NCBI Gene Expression Omnibus under accession number GSE337778. DIA-based LC-MS/MS proteomics data are available from ProteomeXchange/PRIDE under accession number PXD080591. Custom scripts used for data analysis are available on GitHub at https://github.com/shefferxu/runx2b-ib-omics (accessed on 16 July 2026).

How the deposited data were processed for this re-analysis (not part of the article)

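RNA from the trunk muscle tissue holding the myosepta of 9 F1 fish aged 2 months was sequenced, 3 of each runx2b genotype (Ctrl, He and Ho), with 1 library per fish. As the paper describes, the authors removed adaptors and low-quality reads, aligned the clean reads to the genome of C. alburnus and quantified expression; the paper's text does not name the aligner, the counting tool or the test for differential expression. The authors deposited an estimated count per gene that is not scaled to library size, TPM per gene, scaled by the authors to an equal sum in each library, and FPKM, which was not used. The table holds 28228 annotated loci, placed on the chromosomes by their locus tags, and loci assembled from reads, which have no coordinates. The proteome, which the authors deposited in another archive, was not analysed.

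Library totals were 17393905, 15952722 and 16117713 counts in Ctrl 1 to 3, 19882056, 21009438 and 18129055 in He 1 to 3, and 18831729, 15869084 and 16421296 in Ho 1 to 3. Limits for a count of 0 used 3 counts over the group and cover counting error only. Estimated counts were rounded to whole numbers, since edgeR and DESeq2 expect counts. Genes were kept by edgeR's filterByExpr, scaled by TMM (factors from 0.708 in He 1 to 1.40 in Ctrl 2) and fitted with edgeR 4.0.16 (glmQLFit with robust dispersions, glmQLFTest) in R 4.3.3, with a common dispersion of 0.14. Each genotype had its own mean and the contrasts were He against Ctrl, Ho against Ctrl and Ho against He. Standard errors were taken as the log2 fold change divided by the square root of F. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested. CPM values are scaled by TMM, and log2 CPM used a prior count of 2.

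The same counts were tested with DESeq2 1.42.0 at its default settings and, from the TPM, with limma 3.58.1 (limma-trend on log2 of TPM plus 1). On simulated data with the genes' means, dispersions and library sizes, and changes planted in He in 50 genes above 5 CPM at each size, edgeR called 4% of 2-fold, 62% of 4-fold and 88% of 8-fold changes with 0 false calls among 14282 genes. DESeq2 called 14%, 88% and 94% with 20 false calls, and limma-trend 4%, 60% and 88% with 1 false call. Each gene was drawn independently of the others, so the simulation lacks differences that many genes share within a fish. Its shares need not hold for these fish. In the real data MYH1s (ABG768_023108) had a log2 fold change of 6.24 in He and an adjusted p of 0.359 from edgeR.

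The tests, thresholds, comparisons, 25 gene lists and alternative settings were fixed before the data were examined. The lists covered skin epithelium, pigment cells, fast muscle, slow and cardiac-type muscle, muscle growth and atrophy, calcium handling, tendon and myoseptum, osteoblasts, chondrocytes, osteoclasts, bone genes from the introduction, signalling, ECM-receptor interaction, focal adhesion and actin, vessels, nerve and glia, fat, immune cells, interferon response, liver, gut, red blood cells, stress, circadian genes, and the candidates and overlaps the paper names. Each list was tested with limma's camera on log2 CPM with a correlation of 0.01 between genes and again with an estimated correlation. GO and KEGG terms named in Figure 4 were tested with a one-sided Fisher's exact test against the tested genes that carry any term.

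The genes to be named were every gene the paper names, up to 4 members of each described list with the smallest adjusted p, and, per comparison and direction, the 10 DEGs with the largest change among those without overlap between the groups. As edgeR called no DEG, that last part of the rule was applied to DESeq2 calls, a choice made after seeing the result. Candidates were matched by the protein accessions shown in Figure 5, read by eye, and otherwise by name, each gene copy on its own.

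Principal components used the 500 most variable genes and an exact permutation test over 280 splits of the 9 fish. The slope along the number of mutant alleles (0, 1 or 2) was fitted with edgeR and DESeq2. The correlation between the responses of He and Ho was set against 20 data sets with both mutants simulated around the mean of all 9 fish. The alternatives were a looser threshold, DESeq2, other scalings (RLE and library totals), no filter or at least 10 counts in every library, only the 6 libraries compared, the replicate number as a block, TPM with limma, and each library left out in turn. Tables were prepared and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.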

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

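All tests of the pattern of assembled loci were chosen after the result was seen, except that on copies of the same name. Myh4 (MSTRG.3895), a myosin heavy chain at a locus assembled from reads, had a mean of 218 CPM over the 6 He and Ho libraries and 0, 1 and 0 counts in Ctrl, and the paper does not discuss this locus by itself. It had 4, 1940 and 13002 counts in He and 3911, 2594 and 512 in Ho (adjusted p = 3.07e-06 and 4.16e-05 from DESeq2; edgeR did not call it). How reads were divided among the myosin loci was not measured, so its level is uncertain. The uncharacterized protein si:dkey-220k22.3 isoform X1 (ABG768_023078) had a mean of 0.877 CPM over the same 6 libraries, with 4, 8 and 26 counts in He, 25, 12 and 14 in Ho and 0, 2 and 0 in Ctrl (adjusted p = 0.0402 and 0.0468 from DESeq2). Both were singled out because they had almost no reads in the 3 Ctrl fish. The paper discusses MYH1s and not the other gene. To MYH1s 21 loci were matched here, Myh4 among them, as well as Myh7b and MYH7, which are of cardiac type.

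Assembled loci differed between Ctrl and both mutant groups more often than annotated genes. In Ho against Ctrl 39 of 824 tested assembled loci (4.73%, 34 of them up) had an unadjusted edgeR p under 0.01, against 1.13% of annotated genes, and in He against Ctrl 54 (6.55%, 35 up) against 2.54% (two-sided Fisher's exact test, p = 2.72e-12 and 4e-09). In Ho against He the ratio of the shares was 1.25 (1.21% against 0.969%), and sequence or gene copies that differ between the control and the mutant fish may explain this. This cannot be told apart from a difference of Ctrl 1 and Ctrl 2 from the other fish. Among trios of fish at a limma p under 0.01, the Ctrl trio ranked 2 of 84 by assembled loci (59, or 20% of its genes) behind Ctrl 1, Ctrl 2 and Ho 2 (76, or 7.12%), and with He 1 or Ho 3 in place of Ctrl 3 the share was 22.1% and 23.5%; these trios share 2 fish. Fisher's test takes loci as independent. All 3 genotypes came from F1 progeny of paired F0 fish, but the paper's text does not give the parents of each fish. Genotype and family therefore cannot be told apart. Reads moved by the counting between an assembled locus and its annotated copy stay open, as only 1 of the 23 loci found in both comparisons has an annotated copy of the same name, and that 1 moved the other way.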

How the results depend on the processing

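Tests on 6 libraries with DESeq2, the matching of the introduction's bone genes by name, the likelihood ratio test, the skin covariate, leaving out the 3 fish highest in skin markers, and each fish left out of DESeq2, the fold limits, the principal components and the shared response were chosen after the result was seen. Of 276 values of the main results under other settings, 204 were rated the same, 70 moved and 2 newly passed the threshold. A count was rated the same when equal to the main count or within 1.5 times of it, which includes 0 against 0. Of 577 values of single genes and lists, 518 kept their direction and side of the threshold. Of the others, 38 fell short of the threshold, 6 newly passed it and 15 changed sign. The cause of the changes was not tested.

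DEGs by edgeR (0, 0 and 0 in He against Ctrl, Ho against Ctrl and Ho against He) stayed at 0 with RLE, library totals, no filter, at least 10 counts, 6 libraries, an adjusted p under 0.05 and the replicate block. DESeq2 called 77, 21 and 3, at an adjusted p under 0.05 234, 59 and 18, on 6 libraries 74, 62 and 4, on 6 libraries at 0.05 160, 87 and 47, and with the skin covariate 5, 30 and 12. The likelihood ratio test called 42, 19 and 1. Without the 3 fish highest in skin markers (Ctrl 1, Ctrl 2 and Ho 2), DESeq2 called 9, 1 and 8; this leaves 1 Ctrl fish, so the spread comes from the 3 He and 2 Ho fish and the first 2 counts say nothing on stability. Leaving out 1 fish gave edgeR 0, 0 to 1 (without Ctrl 3) and 0 DEGs, and DESeq2 9 (without Ctrl 1) to 488 (without Ctrl 3), 6 (without Ctrl 2) to 219 (without Ctrl 3) and 0 (without Ho 1) to 59 (without Ho 3). The allele trend had 0 genes by edgeR, 29 by DESeq2 and 0 to 1 (without Ho 3) with 1 fish left out.

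The pseudo-F of 1.52 was 1.85 on the 500 most variable genes and 1.17 (without Ctrl 1) to 1.98 (without Ctrl 3). Lists past camera (7, 11 and 8) were 0, 0 and 0 with an estimated correlation, 7, 12 and 8 with RLE, 6, 9 and 7 with library totals, 8, 11 and 8 with the replicate block, 9, 9 and 9 without a filter, and 5 (without He 1) to 13 (without Ctrl 3), 5 (without Ctrl 2) to 15 (without He 2) and 7 to 10 with 1 fish left out. List members called by edgeR (0, 0 and 0) were 53, 5 and 4 by DESeq2, and 0 to 17 and 0 to 1 (both without Ctrl 3) and 0 with 1 fish left out. Functional terms in He against Ctrl numbered 0 with edgeR, 4 with DESeq2 at 0.05 and 3 at 0.01. Candidates were 0 with edgeR, with the block and with any fish left out, and 5, 1 and 1 with DESeq2. The correlation of 0.619 between the 2 responses was 0.512 by Spearman and 0.494 (without Ho 3) to 0.747 (without Ctrl 3).

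HBA in Ho against Ctrl (-0.02) changed sign to 0.01 with DESeq2, 0.1 with limma and 0.01 with RLE, and MYH1s in Ho against He (-0.78) to 0.03 with limma and 0.11 with the replicate block. With 1 fish left out, log2 fold changes in Ho against Ctrl ran from -1.95 to 0.91 for HBA, -1.53 to 1.43 for HBB and -1.5 to 0.21 for KRT1, and in Ho against He from -1.28 to 1.09 for MYH1s, -0.36 to 2.29 for HBA and -0.31 to 2.59 for HBB. The introduction's bone genes, matched by name, changed camera's direction in Ho against He (adjusted p = 0.999 either way). Camera's adjusted p in Ho against Ctrl ran from 1.23e-06 to 0.706 for skin and from 0.00213 to 0.968 for osteoblast genes. Fish with the same replicate number did not pair: correlations of their deviations were -0.13, 0.1 and -0.1 for Ctrl with He, -0.1, 0.19 and 0.26 for Ctrl with Ho and -0.1, 0.04 and -0.26 for He with Ho. Depth limits runx2b and the copies of ANXA3, GPX4 and LGALS9 matched to Figure 5, which had few counts or none, while other copies of these 3 had more.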

Differences from the paper's values

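At the thresholds the paper states (adjusted p under 0.01 and an absolute log2 fold change of at least 1), the paper reports 175 DEGs in He against Ctrl, 22 up and 153 down, where edgeR called 0, 0 and 0. In Ho against Ctrl the paper's counts are 62, 50 and 12, where edgeR called 0, 0 and 0. In Ho against He the paper's counts are 37, 27 and 10, where edgeR called 0, 0 and 0. The line drawn for significance in Fig. 2 lies at an adjusted p of about 0.05, read by eye, so which threshold gave the paper's counts is open. At an unadjusted p under 0.05 edgeR held 1540, 959 and 1002 genes in the 3 comparisons.

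Among the alternatives set before the data were examined, DESeq2 fell within 1.5 times the paper's value for 1 of the 9 counts, the 22 genes up in He, with 77 in He against Ctrl (22 up, 55 down), 21 in Ho against Ctrl (17 up, 4 down) and 3 in Ho against He (2 up, 1 down). DESeq2 at an adjusted p under 0.05, looser than the paper's text, did so for 5 of the 9, with 234 in He (162 down) and 59 in Ho (45 up, 14 down); its 72 genes up in He and its 18 genes (13 up, 5 down) in Ho against He still differed from the paper's. The other alternatives set before the data were examined were within it for 0 of 9: edgeR at an adjusted p under 0.05, RLE scaling, library totals, no filter, at least 10 counts in every library, the 6 libraries compared, the replicate block, limma on TPM, and each library left out.

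DESeq2 on only the 6 libraries compared at an adjusted p under 0.05, chosen after seeing the values, looser than the paper's text and at the line of Fig. 2, was within 1.5 times the paper's value for 9 of 9 counts and drops 3 of the 9 DEG-DEP overlaps that the paper names, with 160 (25 up, 135 down), 87 (73 up, 14 down) and 47 (34 up, 13 down). The same fit at an adjusted p under 0.01, chosen after seeing the values, was within it for 3 of 9 and drops 6 of the 9 overlaps, with 74 (12 up, 62 down), 62 (54 up, 8 down) and 4 (2 up, 2 down). The edgeR likelihood ratio test, chosen after seeing the values, was within it for 1 of 9 (19 up in He) and drops 7 of the 9 overlaps, with 42 (19 up, 23 down), 19 (15 up, 4 down) and 1. DESeq2 with the skin marker level as a covariate, chosen after seeing the values, was within it for 1 of 9 (8 down in Ho) and drops 8 of the 9 overlaps, with 5 (2 up, 3 down), 30 (22 up, 8 down) and 12 (6 up, 6 down). The paper lists no other DEG by name, so the remaining calls were not compared gene by gene.

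The paper names MYH1s, MFAP4, perilipin 6 and APOE as DEGs in He against Ctrl, MYH1s, INPP5B_F and SERPINB in Ho against Ctrl, and EVPL and SERPINB in Ho against He, and edgeR called 0 of these 9. An overlap counted as called when any tested locus of its name passed, so names with many loci had more chances. DESeq2 called 2 of 9, MYH1s in both comparisons, by 2 of its 19 loci in each. At an adjusted p under 0.05 it called 5 of 9, adding perilipin 6 and APOE in He, each with 1 locus, and INPP5B_F in Ho. DESeq2 on the 6 libraries at an adjusted p under 0.01 called MYH1s in both comparisons and INPP5B_F in Ho, at 0.05 also perilipin 6 and APOE, the likelihood ratio test called MYH1s in both, and DESeq2 with the skin covariate called it in Ho. EVPL in Ho against He was called only by DESeq2 on the 6 libraries at an adjusted p under 0.05 (adjusted p = 0.0167). None of the 7 settings run on them called MFAP4 (smallest adjusted p 0.27) or SERPINB (0.645 in Ho against Ctrl, 0.143 in Ho against He). The paper states that He against Ctrl has more genes down than up, and both DESeq2 (22 up, 55 down) and edgeR at an unadjusted p under 0.05 (610 up, 930 down) gave the same direction.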

Other observations

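All tests of the skin and chromosome 7 patterns were chosen after the result was seen, and so were the covariate and the tests by chromosome; the splits of the samples were planned. Skin epithelium markers, lower in He than in Ctrl, moved together from fish to fish. Their mean log2 CPM was 3.57, 2.7 and 1.18 in Ctrl, 0.06, 1.25 and 0.38 in He and 1.81, 2.96 and 1.62 in Ho, and the deviations of the 56 genes from their group means had a median pairwise correlation of 0.666, where the highest of 1000 random lists of like expression had 0.108. Random genes are no fair match for markers of 1 tissue, which can move together whatever the cause. The correlation that camera estimated was 0.504 for skin, 0.56 for tendon and myoseptum and 0.488 for nerve and glia, and lower in most other lists. Moving together thus does not tell skin in the sample from regulation of these genes. A keratin locus at the head of the list (krt8, MSTRG.15068) had 2110, 726 and 156 CPM in Ctrl, 26.4, 119 and 25.8 in He and 206, 668 and 198 in Ho. In contrast, krt18 (ABG768_024192) had 39.9, 57.9 and 39.7 CPM in Ctrl and 32.5, 50.2 and 71.2 in He. Copies of 1 name differed. Another krt8 locus (ABG768_015869) had 223, 210 and 130 CPM in Ctrl and 99.3, 140 and 167 in He. Another krt18 copy (ABG768_027250) had 243, 197 and 16 counts in Ctrl and 4, 28 and 3 in He. The tables argue against the scaling by TMM as the cause, since library totals gave a median log2 fold change of -3.14. This is consistent with skin in the sampled tissue that differed between fish, although the paper's methods describe removing other tissue as far as possible during dissection. Against an effect that grows with the number of mutant alleles, all 3 Ho fish lay above the highest He fish and only 2 of 3 Ctrl fish did. An effect of the runx2b genotype cannot be told apart from the skin explanation, since 3 fish against 3 allow no exact p under 0.1 and an effect in He alone was not tested; only 1 of the 56 genes is in another list.

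Chromosome 7 held more genes lower in Ho than in He than other chromosomes. Of its 708 tested genes 31 had an unadjusted edgeR p under 0.01 (4.38%, against 0.969% over all chromosomes), 27 of them lower in Ho (Fisher's exact test, adjusted p = 6.19e-11 over 72 tests), with a median log2 fold change of -0.2. That test takes neighbouring genes as independent. Rotating the gene order along the genome, which keeps neighbours together, gave as many genes in a share of 0.0228 of 13925 rotations, including those that still overlap chromosome 7, and this share would not pass over 72 tests. For sequence linked to the edited allele, chromosome 20, which holds runx2b, was predicted to shift at least as far as chromosome 7. Its median was -0.02, which argues against a shift along the whole of chromosome 20. A median over all its genes cannot show an effect limited to sequence near runx2b. A change along the whole chromosome in some fish may explain it, as 19 of 19 windows of 3 Mb had a median below 0. The chromosome was, however, picked for its low genes, and copy number was not measured. A median of -0.2 is also small beside the 2-fold fall that losing 1 of 2 copies would give without compensation. The median level of the chromosome was -0.17, -0.23 and 0.01 in the 3 Ho fish against 0.14, 0 and 0.21 in He and 0.06, 0.05 and 0.04 in Ctrl, so 2 of 3 Ho fish lay below all others and an effect of the runx2b genotype cannot be told apart.

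In He against Ctrl chromosome 5 had 46 of 816 genes at an unadjusted p under 0.01, 7 up and 39 down (5.64%, adjusted p = 9.78e-06 from Fisher's exact test), with a median log2 fold change of -0.17, and in Ho against Ctrl chromosome 20 had 16 of 567, 6 up and 10 down (2.82%, adjusted p = 0.0161), with a median of -0.13. The shares of rotations with as many genes were 0.0108 and 0.0148, which would not pass over 72 tests either. Within 2 Mb of runx2b lie 56 tested genes, of which 7, 5 and 4 had an unadjusted p under 0.05 in He against Ctrl, Ho against Ctrl and Ho against He. The covariance of the log2 fold changes of He and Ho against Ctrl was 0.397. Its mean was 0.26 in data with both mutants simulated around the mean of all fish. That mean includes the mutants, so 0.26 is not the value for unchanged mutants.

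The 10 splits of 3 fish against 3 are too few for a share under 0.05. By DESeq2 the real split called 77 DEGs in He against Ctrl and the highest other split 117, with 2 splits as large, the real one included. In Ho against Ctrl it called 21 and the highest other split, Ctrl 1, Ctrl 2 and Ho 2 against the rest, 237, again with 2 as large. In Ho against He it called 3 and the highest other 149, with 8 as large. Splits that call several times the real count point to a structure of the samples, and the trio Ctrl 1, Ctrl 2 and Ho 2, the 3 fish highest in skin markers, ranked 1 of 84 trios by genes at a limma p under 0.01 (1068 genes). By edgeR the real splits called 0, 0 and 0 and the highest others 0, 1 and 1; with a real count of 0 all 10 of 10 splits are as large by necessity, so this comparison decides nothing. Gene lists past camera numbered 7, 11 and 8 in the real splits and 17, 15 and 14 in the highest others, with 9, 4 and 8 as large. For the allele trend by edgeR the real assignment gave 0 genes and the highest other 529, and as all 100 of 100 drawn assignments must reach 0, this too decides nothing.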
